# RNA-Seq analysis of the multipartite genome of *Rhizobium etli* CE3 shows different replicon contributions under heat and saline shock

**DOI:** 10.1186/1471-2164-15-770

**Published:** 2014-09-08

**Authors:** Gamaliel López-Leal, Maria Luisa Tabche, Santiago Castillo-Ramírez, Alfredo Mendoza-Vargas, Miguel A Ramírez-Romero, Guillermo Dávila

## Abstract

**Background:**

*Regulation* of transcription is essential for any organism and *Rhizobium etli* (a multi-replicon, nitrogen-fixing symbiotic bacterium) is no exception. This bacterium is commonly found in the rhizosphere (free-living) or inside of root-nodules of the common bean (*Phaseolus vulgaris*) in a symbiotic relationship. Abiotic stresses, such as high soil temperatures and salinity, compromise the genetic stability of *R. etli* and therefore its symbiotic interaction with *P. vulgaris*. However, it is still unclear which genes are up- or down-regulated to cope with these stress conditions. The aim of this study was to identify the genes and non-coding RNAs (ncRNAs) that are differentially expressed under heat and saline shock, as well as the promoter regions of the up-regulated loci.

**Results:**

Analysing the heat and saline shock responses of *R. etli* CE3 through RNA-Seq, we identified 756 and 392 differentially expressed genes, respectively, and 106 were up-regulated under both conditions. Notably, the set of genes over-expressed under either condition was preferentially encoded on plasmids, although this observation was more significant for the heat shock response. In contrast, during either saline shock or heat shock, the down-regulated genes were principally chromosomally encoded. Our functional analysis shows that genes encoding chaperone proteins were up-regulated during the heat shock response, whereas genes involved in the metabolism of compatible solutes were up-regulated following saline shock. Furthermore, we identified thirteen and nine ncRNAs that were differentially expressed under heat and saline shock, respectively, as well as eleven ncRNAs that had not been previously identified. Finally, using an *in silico* analysis, we studied the promoter motifs in all of the non-coding regions associated with the genes and ncRNAs up-regulated under both conditions.

**Conclusions:**

Our data suggest that the replicon contribution is different for different stress responses and that the heat shock response is more complex than the saline shock response. In general, this work exemplifies how strategies that not only consider differentially regulated genes but also regulatory elements of the stress response provide a more comprehensive view of bacterial gene regulation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-770) contains supplementary material, which is available to authorized users.

## Background

In eubacteria, a primary strategy for gene regulation is the modulation of transcriptional initiation [1–3]. This is typically controlled by an RNA polymerase, along with its sigma factors, and can be modified (positively or negatively) by transcription factors (TFs) [3, 4]. The number of sigma factors and TFs encoded in a given genome varies across bacterial species [5]. Usually, bacteria with large genomes have numerous sigma factors and TFs [6], suggesting a positive correlation between genome size and the content of transcriptional regulators. This observation also applies to the bacterial lifestyle, as large genome-sized species usually dominate in environments where resources are scarce and conditions fluctuate, such as in soil [7, 8]. The use of specific sigma factors and numerous TFs ensures a very specific promoter recognition and highly gene-specific transcriptional control [9–11].

Additionally, small RNA transcripts (typically 50–350 nt), which are not translated into proteins, have recently been identified as key elements that regulate the bacterial stress response [12], pathogenicity and other cellular processes, for example; chromosomal replication, cell division [13], RNA processing [14] and protein stability [15]. These small transcripts are a heterologous group of molecules that can act by base-pairing to mRNAs to modify translation efficiency and the stability of the mRNA (via degradation) [16] or by binding to proteins to modify their activities. In plant symbiotic bacteria, several computational predictions and experimental studies have been conducted to identify and characterize these elements [17, 18]. However, despite those efforts to identify novel ncRNAs, the characterization and identification of ncRNA targets is still a rather unexplored subject [19].

*Rhizobium etli* is a soil bacterium that can associate with the roots of the common bean (*P. vulgaris*) [20]. These bacteria are able to establish a symbiotic relationship with legumes; in such a relationship, the formation of root nodules is induced and the *R. etli* in these nodules differentiates into nitrogen-fixing bacteroide [20]. These bacteroides convert dinitrogen into ammonium, which the plant uses as a nitrogen source. Similar to the genomes of soil-living bacteria, *R. etli* shows high levels of genome plasticity and genome redundancy, which is reflected in the number of sigma factors. In this regard, *R. etli* encodes twenty-three sigma factors, a housekeeping gene σ^70^ (*sigA*), two σ^54^ (*rpoN*), two σ^32^ (*rpoH*) and 18 extracellular factor (ECF) genes. This sigma factor redundancy is also present in other Rhizobia; for instance *Bradyrhizobium japonicum* has 26 sigma factors, *Mesorhizobium loti* encodes 25 and *Sinorhizobium meliloti* contains 16 sigma factors [21–24]. To the contrary, very little is known about the ncRNAs in *R. etli*.

In the rhizosphere, bacteria are exposed to the adverse effects that result from changes in salinity and temperature [25], thus affecting the survival of *Rhizobium* in the soil as well as the initial steps of symbiosis [25, 26]. Here, to further characterise the heat and salt shock responses, we explore the transcriptomic response of *R. etli* CE3 by RNA-Seq following heat (30 minutes at 42°C) and saline shocks (30 minutes in 80 mM NaCl). The first aim of this study was to identify genes that are differentially expressed under these stresses; additionally, we studied the ncRNAs and the promoter regions of the up-regulated genes. In doing so, we gained new insights into the global response of *R. etli* under both stress conditions. Our results indicate that replicon contribution is different for different stress responses; furthermore, it seems that the heat shock response is more complex compared to the saline shock response.

## Results

### Identifying the differentially expressed genes

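The deposited RNA-Seq data hold a value for each of 5963 annotated genes in 9 libraries of Rhizobium etli CE3. There are 3 libraries from reference cultures at 30°C, 3 from cultures exposed to heat shock at 42°C and 3 from cultures exposed to saline shock in 80 mM NaCl, both for 30 min, and the paper describes 9 independent cultures. The authors mapped the Illumina reads to the R. etli CFN42 genome with Bowtie 0.12.2, allowing zero mismatches, counted the reads of each gene with a Perl script and divided the counts by the total reads of the library. A deposited value is therefore in RPM, the reads of a gene over all reads sequenced in its library, mapped or not, times 1000000. Multiplied by the library total it gave a whole number of reads, to within 0.01, for 100% of the values in every library, with the totals of Additional file 1, with the last 3 digits set to 0, for all libraries but reference replicate 1, where a total taken from the smallest value was used. The reads recovered in genes were 524287, 701719 and 2731678 in the reference libraries (replicates 1, 2 and 3), 457479, 671479 and 2142986 after heat shock, and 588905, 455398 and 2829441 after saline shock. The median gene held 40 reads in reference replicate 1 and 403 in reference replicate 3, which gives a counting error of 15.8% and 4.98% of its value. Additional file 1 of the paper gives a median of 29782478 reads sequenced per reference library, 17563245 per heat shock library and 16399769 per saline shock library, of which the reads in genes are a part. From the deposited values, each library was scaled to 1000000 reads in genes and then to a common upper quartile, and genes with a mean of at least 1 RPM were kept (5855 genes, 1863 of them on plasmids). The log2 values with a pseudocount of 1 were compared between conditions with limma, with all 9 libraries in one model. Levels are given as these normalised RPM, mean ± SD of 3 libraries. The replicate 3 libraries of the 3 conditions correlated with each other across genes at r = 0.996 to 0.998 and differed by less than the sampling noise (chi-square per degree of freedom of 0.419 to 0.657), and replicate 2 of heat shock and replicate 2 of saline shock correlated at 0.919.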

To identify which genes are expressed following either heat shock or saline shock, nine RNA-Seq libraries were generated from *Rhizobium etli* CE3 growth in three different conditions: reference, heat shock and saline shock (see Methods). Three biological and independent experiments were performed for each condition; the general features of the results from each run are shown in Additional file 1. The libraries were sequenced and 15–50 million reads were obtained under the control condition, 16–53 million under heat shock and 16–53 million under saline shock. These numbers indicate that similar amounts of data were generated for the different conditions considered here. The Bowtie tool was used to map the reads to the annotated *R. etli* CFN42 genome (see Methods). An average of 4,877,844.67 (+/− 1,792,644.23) reads could be unambiguously mapped for the reference condition, 3,840,059 (+/− 1,208,900.91) for the heat shock condition, and 4,312,365.33 (+/− 2,340,976.94) for the saline shock condition (Additional file 1); as with the data generated, similar amounts of data could be mapped for each condition. Because these data were used in downstream analyses, we validated the data set by performing quantitative reverse transcription PCR (qRT-PCR) of twenty-seven genes selected from the RNA-Seq analysis (Additional file 2). We noted a high degree of correlation (R = 0.97) between the log2-transformed values of the quantification cycles (Cp) and the log2-transformed RPKM from the RNA-Seq data.

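The HlyD family gene *CH00527* and the oxidoreductase gene *CH00460* had the largest RNA-Seq folds after heat shock among the genes also measured by qRT-PCR, 5.82-fold and 4.55-fold of the reference, where the paper's qRT-PCR folds are 48.72 and 3.4. The chaperonin gene *groEL* (CH01239) was at 1.57-fold after heat shock and 0.600-fold after saline shock, against 11.75 and 0.09 in the paper's qRT-PCR. The sigma factor gene *rpoH2* was at 1.7-fold after saline shock, against 0.57 in the paper's qRT-PCR. Over all 27 genes, the log2 fold changes of the RNA-Seq libraries correlated with those of the paper's qRT-PCR after heat shock (Pearson's r = 0.70, two-sided permutation p = 0.00013, and Spearman's rho = 0.69, permutation p = 9.0e-05). After saline shock r was 0.12 (permutation p = 0.534) and rho 0.13 (permutation p = 0.516). For the 2 shocks as a family, the Benjamini-Hochberg adjusted p of r was 0.00026 and 0.534. The 27 include *CH00233*, the reference gene of the qRT-PCR, whose fold is 1 by definition. Without it, a choice made after the data were seen, r was 0.70 (permutation p = 0.00023) and 0.16 (permutation p = 0.427). With replicates 1, 2 and 3 taken alone, r was 0.37, 0.62 and 0.13 after heat shock and -0.42, 0.63 and -0.23 after saline shock. The direction was the same for 18 of the other 26 genes after heat shock and for 11 of 26 after saline shock. Additional file 2 heads its qRT-PCR folds as reference relative to shock. They were read as shock relative to reference, because 9 of the 12 genes that it marks as up-regulated under heat shock have folds over 1. Of the 8 marked as up-regulated under saline shock 4 do, which favours neither reading, so the sign of the saline shock values rests on the heat shock marks. Read as headed, the correlations would have the opposite sign, and the direction would be the same for 8 of 26 genes after heat shock and for 15 of 26 after saline shock. These are correlations across genes, which are not independent replicates, and the folds differ from the Cp values and RPKM that the paper set against each other.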

A previous study showed that the *R. etli* genome has 5963 genes distributed across one chromosome and six large plasmids [20], to identify which of those are differentially expressed under each stress condition, a non-parametric approach was applied to the RNA-Seq data using NOISeq. The differential expression analysis revealed 756 differentially expressed genes (12.67% of the total) under heat shock conditions. Of these, 446 and 310 were up-regulated and down-regulated, respectively. 

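Among the genes of smallest p after heat shock were *PD00128*, *PD00129*, *CH00908* and *CH00460*, with higher means than in the reference. The sugar ABC transporter genes *PD00128* and *PD00129* were at 675 ± 790.1 and 748 ± 778 normalised RPM after heat shock, against 105 ± 116 and 138 ± 131 in the reference (SD, n = 3). Their log2 fold changes were 2.84 (standard error 1.08) and 2.54 (standard error 1.03). *CH00908*, a short chain dehydrogenase gene, had a log2 fold change of 2.68 (standard error 1.01), and the zinc-binding oxidoreductase gene *CH00460* one of 2.19 (standard error 0.771). Among the lowest were the purine synthesis genes *purM* (log2 fold change -1.04, standard error 0.467) and *purN* (-1.14, standard error 0.546), which lie side by side. None of these genes passed the test: limma called 0 genes higher and 0 lower at an adjusted p under 0.05, and every adjusted p was 0.9998. In libraries simulated with the spread of the real ones, limma recovered 0% of the genes changed 8-fold, so 0 calls do not show that no gene changed. At an unadjusted p under 0.05 limma held 17 genes, all higher. On the whole reads recovered from the values, edgeR and DESeq2 also called 0 genes, with 36 and 54 at an unadjusted p under 0.05. With no change in any gene a share of 0.05 of the genes would be expected there, more than any of these counts. A NOISeq-style probability, the share of replicate differences within a condition that a gene's difference exceeds, was above 0.5 for 89 genes higher and 15 lower, and for 437 and 91 without the replicate 3 libraries, 1 of 8 combinations of replicates and scaling run after the data were seen, which gave 4 to 607 higher and 1 to 383 lower. Of the genes that Additional file 3 lists as up-regulated by heat shock alone, 277 of 283 had a higher mean, with a median log2 fold change of 0.93 (1.39 without the replicate 3 libraries), and of those listed as down-regulated, 174 of 192 had a lower mean. In replicates 1, 2 and 3 the median was 1.59, 1.21 and 0.00 for the up-regulated genes and -0.38, -1.20 and -0.01 for the down-regulated ones. These lists were drawn by the study from the same libraries and are not independent evidence.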

Under saline shock conditions, we identified 392 (6.57%) differentially expressed genes. Of these, 208 and 184 were up-regulated and down-regulated, respectively. 

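The highest log2 fold changes after saline shock among the genes of smallest p lay in a run of pRet42e genes for a peptide ABC transporter and an alpha-galactosidase. The permease genes *PE00091* and *PE00092* had log2 fold changes of 2.05 (standard error 0.795) and 2.58 (standard error 1.04), and the neighbouring alpha-galactosidase gene *agaL2* (PE00094) one of 1.73 (standard error 0.752). *PE00091* was at 441 ± 479 normalised RPM after saline shock and 86.7 ± 58.7 in the reference (SD, n = 3), and each saline shock library was above each reference library. The formaldehyde dehydrogenase gene *fdhA* on pRet42c had a log2 fold change of 1.57 (standard error 0.798). Lower mean levels were found for *cysD*, a subunit of the sulphate adenylyltransferase that activates sulphate (-1.02, standard error 0.573), and for the sulphate transporter gene *PE00259* (-0.89, standard error 0.454). No gene passed the test after saline shock, with 0 higher and 0 lower in limma, an adjusted p of 0.9999 for each gene and 5 genes at an unadjusted p under 0.05. There were also 0 genes by edgeR and by DESeq2, each with 6 at an unadjusted p under 0.05. These counts, too, are under the share of 0.05 of the genes expected with no change. The NOISeq-style probability was above 0.5 for 25 genes higher and 6 lower, and for 233 and 73 without the replicate 3 libraries (1 to 342 and 0 to 176 over the 8 combinations). Of the genes listed in Additional file 3 as up-regulated by saline shock alone, a set chosen from these libraries, 68 of 72 had a higher mean (median log2 fold change 0.52) and 97 of the 97 down-regulated ones a lower mean (median -0.52). In replicates 1, 2 and 3 the median was 0.37, 1.47 and -0.01 for the up-regulated genes and -1.52, 0.05 and 0.00 for the down-regulated ones, whose lower means thus come from replicate 1.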

Among the total number of up-regulated genes, 340 were specific to heat shock, 102 were specific to saline shock and 106 were up-regulated under both conditions (Figure 1). Considering the total number of down-regulated genes, 254 were specific to heat shock, 128 were specific to saline shock and 56 were down-regulated under both conditions. These results suggest that the response to heat shock could be more complex because the number of differentially expressed genes following heat shock was twice the number observed following saline shock. 

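The genes that Additional file 3 places in both responses had similar median log2 fold changes in both. The study chose these genes from the same libraries as changed in both shocks, so their directions and similar medians are not independent evidence. Its up-regulated genes of both shocks had a median log2 fold change of 0.81 after heat shock, where 79 of 82 were above the reference, and of 0.78 after saline shock, where 77 of 82 were above it. They include *PE00093*, an ATP-binding protein gene of a peptide ABC transporter on pRet42e, with a log2 fold change of 1.40 after heat shock (standard error 0.846) and 1.96 after saline shock (standard error 0.846). Its down-regulated genes of both shocks had medians of -0.62 and -0.55, with 29 of 33 below the reference in each. By replicate number (1, 2 and 3) the up-regulated genes had medians of 0.98, 1.42 and 0.03 after heat shock and 0.88, 1.33 and 0.00 after saline shock. For the down-regulated genes they were -1.11, -0.87 and 0.01, and -1.15, -0.47 and 0.01. With limma, 0 genes passed the test in both shocks in the same direction. With the NOISeq-style probability, 11 genes were higher after both shocks and 1 was lower, where independent lists of these sizes would share 0.380 and 0.0154. Both comparisons use the same reference libraries, which alone makes calls overlap. In 20 simulated sets of independent libraries with no true change, 190 genes on average were called higher and 286 lower after both shocks, more than the whole lists from the real libraries (89 and 25 higher, 15 and 6 lower), so no excess over chance is claimed for the overlap. Across all genes the log2 fold changes of the shocks correlated at r = 0.58 with a covariance of 0.123, and 71.3% of genes had the same sign in both. When the libraries were redrawn with a shared reference and no change in any gene, the correlation was 0.50 on average (0.46 to 0.54), the covariance 0.461 (0.406 to 0.524) and the share of the same sign 66.7% (64.4 to 68.1%). The observed correlation and share lie above the simulated range and the observed covariance, from which a shared effect would be estimated, below it, so a shared effect is neither claimed nor excluded. The redrawn libraries are independent of each other, while real libraries of one replicate number resemble each other. Against the reference library of the same number, the fold changes of the shocks correlated at 0.43, 0.91 and 0.32 in replicates 1, 2 and 3, where a shared reference library makes them correlate with no change in any gene.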

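The HlyD family gene *CH00527* and the pRet42d gene *PD00114* had lower mean levels after saline shock than after heat shock. The log2 difference of saline shock from heat shock for *CH00527* was -2.79 (standard error 1.03). For *PD00114*, annotated as a 4-hydroxyphenylacetate 3-monooxygenase, it was -2.70 (standard error 1.04), with mean levels of 359 ± 369 after heat shock and 54.5 ± 48.6 after saline shock (SD, n = 3). When the shocks were compared directly, limma called 0 genes and 14 were at an unadjusted p under 0.05, all of them higher after heat shock. Both edgeR and DESeq2 called 0 genes, with 36 and 60 at an unadjusted p under 0.05. Each count is under the share of 0.05 of the genes expected with no change. The NOISeq-style probability above 0.5 held 111 genes in this comparison.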

To determine if these differentially expressed genes were homogeneously distributed across the different replicons, we analysed the location of these genes. We found that 59% of the genes over-expressed under heat shock conditions were located on plasmids, whereas 41% were located on the chromosome. In contrast, under saline shock conditions, 69% of the over-expressed genes were located on the chromosome, and 31% were found on plasmids. In the case of the down-regulated genes, 90% and 80% were chromosomally encoded under heat and saline shock conditions, respectively (Figure 2). Additionally, although we found that the over-expressed genes in the heat shock sample were principally located on all plasmids, this trend was more exacerbated in pRet42c, pRet42d, pRet42e and pRet42f, and the over-expressed genes in the saline shock sample were located on the chromosome and pRet42a. These observations suggest that replicon contribution is different under each stress response, where the pRet42c, pRet42d, pRet42e and pRet42f plasmids could be preferentially involved during the heat shock response, and the chromosome and pRet42a plasmid could play more significant roles during the saline shock response (Figure 3).

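Plasmid genes had higher log2 fold changes than chromosomal genes after both shocks. After heat shock the median was 0.27 for the 1863 plasmid genes and -0.12 for the 3992 chromosomal genes, a difference of 0.39. After saline shock the medians were 0.22 and -0.02, a difference of 0.24. With camera and a preset correlation the difference passed the test in both shocks (p = 2.1e-13 and 3.4e-08), but p was 0.215 and 0.338 with an estimated correlation. The correlation is estimated within the set, here the plasmid genes, as fixed before the data were seen. With the chromosomal genes as the set, p with an estimated correlation was 0.00737 and 0.0246, so the outcome depends on which side is taken as the set, and the test leaves the difference unsettled. With edgeR and the replicate number as a block, chosen after the data were seen, p from camera with an estimated correlation was 0.0367 after heat shock and 0.0792 after saline shock. Among genes with a NOISeq-style probability above 0.5, plasmid genes were 71.9% of those higher after heat shock and 88.0% of those higher after saline shock, against 31.2% and 31.6% of the other genes (two-sided Fisher's exact test, p = 7.7e-15 and 8.3e-09). They were 13.3% of the genes lower after heat shock and 16.7% of those lower after saline shock (two-sided Fisher's exact test, p = 0.167 and 0.672). Without the replicate 3 libraries, 1 of the 8 combinations run after the data were seen, they were 57.4% and 59.7% of the higher genes (two-sided Fisher's exact test, p = 2.3e-30 and 6.2e-19) and 11.0% and 15.1% of the lower genes (p = 4.0e-06 and 0.00143). Fisher's test takes genes as independent, which genes of one operon are not. The higher genes of each shock include those called in both shocks. Of the genes that Additional file 3 lists as up-regulated, 58.7% lie on plasmids for heat shock alone, 30.6% for saline shock alone and 68.3% for both shocks. Leaving out 1 library at a time gave differences of 0.05 to 0.85 after heat shock and of -0.08 to 0.67 after saline shock, where it turned negative without reference replicate 1 (-0.08) and without saline shock replicate 3 (-0.04).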

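All 6 plasmids had a higher median log2 fold change than the chromosome after both shocks. After heat shock the medians were 0.37 for pRet42a, 0.34 for pRet42b, 0.32 for pRet42c, 0.28 for pRet42d, the symbiotic plasmid, 0.13 for pRet42e and 0.27 for pRet42f. After saline shock they were 0.36, 0.27, 0.25, 0.24, 0.11 and 0.20 in the same order. By replicate number, all 6 were above the chromosome in replicates 1 and 2 after heat shock, but only in replicate 2 after saline shock. In saline shock replicate 1, pRet42b and pRet42e had -0.08 and -0.21, against -0.07 for the chromosome. In replicate 3, pRet42a, pRet42b and pRet42d were below it after saline shock, and pRet42e and pRet42f after heat shock. On pRet42a, 84.9% of genes were above the reference after heat shock and 85.5% after saline shock, and on the chromosome 38.6% and 47.0%. No replicon passed with camera and an estimated correlation, the smallest adjusted p being 0.0516, for the chromosome after heat shock (0.172 for it after saline shock). The level of plasmid genes relative to chromosomal genes, as the log2 of the ratio of the median reads per base, was -1.44, -0.96 and 0.05 in reference replicates 1, 2 and 3. It was -1.14, -0.09 and 0.05 after heat shock and -1.34, -0.30 and 0.05 after saline shock. To reach its conclusion, the paper counted the reads of each gene, called differentially expressed genes with NOISeq, assigned the called genes to their replicons and divided the number of up-regulated genes by the number of annotated genes of each replicon. It compared the proportions of the chromosome and the plasmids with a test for equality of proportions. It also gave the share of the called genes that lie on the chromosome and on plasmids. From the larger proportions on pRet42c, pRet42d, pRet42e and pRet42f after heat shock and on the chromosome and pRet42a after saline shock, the paper proposes that the replicons contribute differently to each response.

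**Figure D1:**
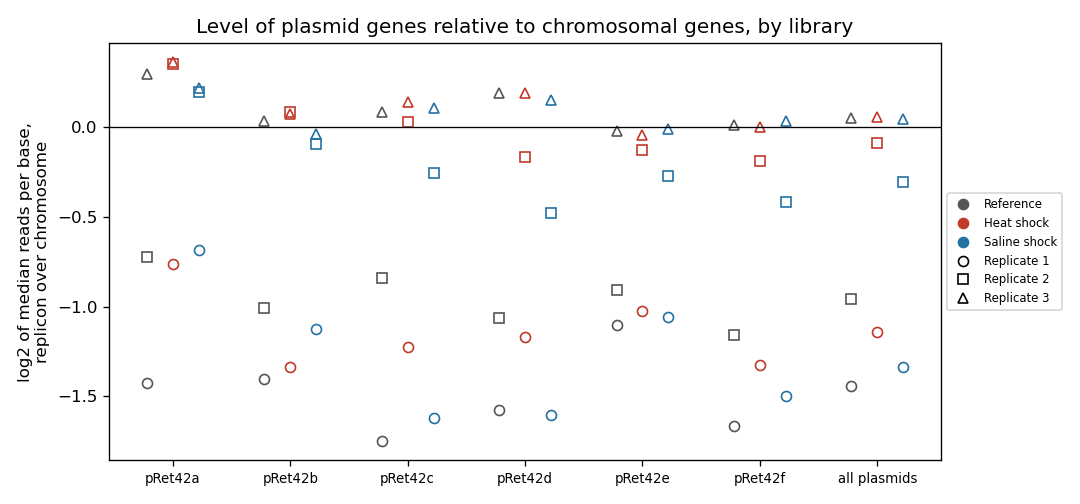
Level of plasmid genes relative to chromosomal genes in each of the 9 libraries, as the log2 of the ratio of median reads per base (vertical axis), for each plasmid and for all plasmids together (horizontal axis). Colours mark the condition and symbols the replicate; for all plasmids together, the replicate 3 libraries all lie at 0.05 and the replicate 1 libraries at -1.44 to -1.14.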

**Figure 1:**
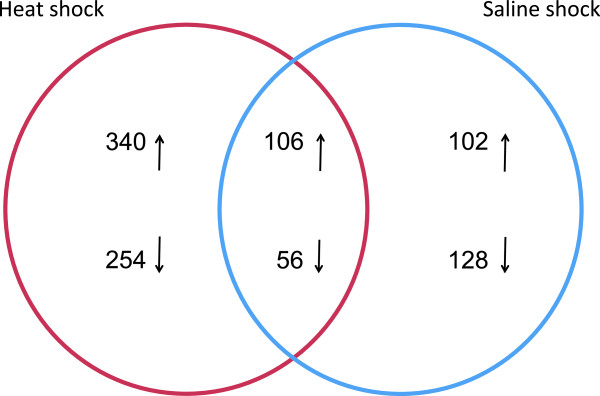
**Stress responses following heat and saline shock in** ***R. etli*** **.** Venn diagram showing how the over-expressed genes overlap for the heat shock and saline shock responses of *R. etli*. The arrows indicate the number of up-regulated and down-regulated genes in the conditions analysed. The intersection indicates the number of overlapping genes for both conditions.

**Figure 2:**
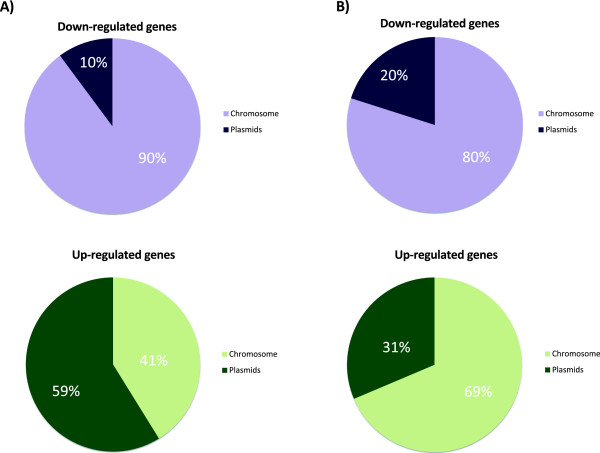
**Chromosomal and plasmid genes are differentially expressed following heat and saline shock.** Percentage of chromosomal and plasmid differentially expressed genes under **A)** heat shock and **B)** saline shock conditions.

**Figure 3:**
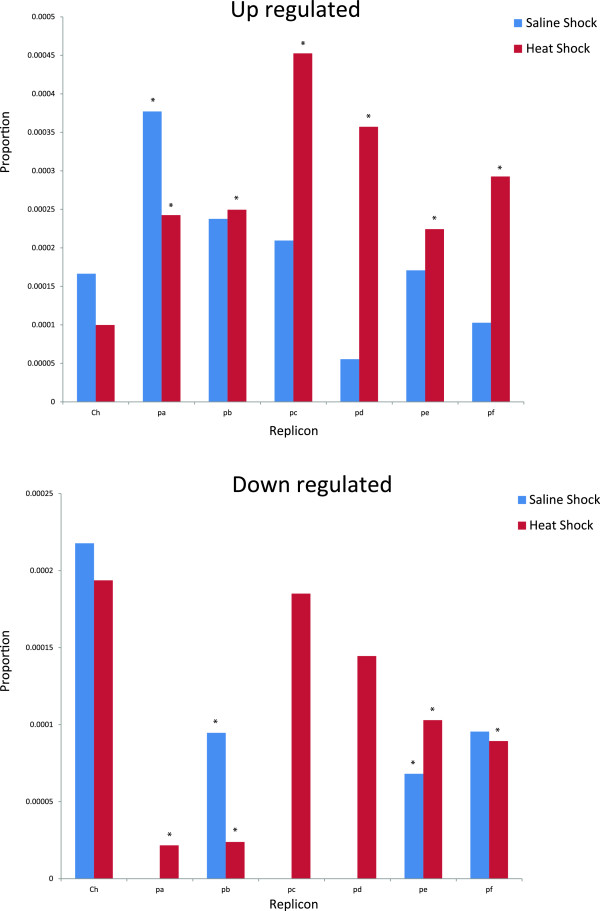
**Replicon distribution of over-expressed genes following heat and saline shock. Proportions of the up-regulated gene contributions for each replicon.** Axis labels correspond to: chromosome (Ch), plasmid pRet42a (pa), plasmid pRet42b (pb), plasmid pRet42c (pc), plasmid pRet42d (pd), plasmid pRet42e (pe), and plasmid pRet42f (pf). The proportions were obtained by normalising the number of up-regulated genes to the number of annotated genes for each replicon. *Indicates significant difference in the proportions of the up-regulated and down-regulated genes between the chromosome and plasmids (Two-sample for equality proportions with 99 percent confidence intervals).

### Functions involved in the stress responses

To evaluate which functions are intrinsic to the stress responses, the differentially expressed genes were grouped using the COG and KEGG databases. We successfully grouped 87% of the genes that were differentially expressed under heat shock, 80% of the genes under saline shock and 85% of the genes that were differentially expressed under both conditions; the rest of the genes could not be assigned to either the COG or the KEGG database. 

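Genes of protein synthesis and motility had lower mean levels after heat shock, and those of histidine degradation higher. All 53 ribosomal protein genes measured were below the reference, with a median log2 fold change of -0.41, as were the 18 aminoacyl-tRNA ligase genes, which charge transfer RNAs (median -0.38). Of 21 flagellar genes, 1 was above the reference (median -0.51). The 6 genes of the histidine degradation (hut) list were all above the reference after heat shock (median 0.66) and all below it after saline shock (median -0.28). Of the 10 phn genes for phosphonate uptake and degradation, 7 were higher after heat shock (median 0.71), with *phnK* at a log2 fold change of 1.46 (standard error 1.07) and *phnH* at 1.28 (standard error 0.641). After saline shock the ribosomal protein genes had a median of -0.14 and the flagellar genes one of -0.28. No member of these groups passed the test in limma, and none did when adjusted over the list alone. With camera and a preset correlation of 0.01 the groups passed after heat shock (adjusted p = 1.5e-04 for ribosomal proteins, 3.5e-05 for the ligases, 3.8e-04 for flagella, 1.5e-04 for histidine degradation and 0.00808 for phosphonate degradation). With an estimated correlation the adjusted p of these groups was 0.934, 0.721, 0.756, 0.542 and 0.726. The medians by replicate number (1, 2 and 3) after heat shock were 0.11, -1.39 and -0.03 for the ribosomal proteins, -0.18, -0.91 and -0.02 for the ligases, -0.65, -0.88 and 0.00 for flagella, 1.33, 0.76 and 0.04 for histidine degradation and -0.04, 1.97 and -0.03 for phosphonate degradation. The values of ribosomal proteins and of phosphonate degradation thus come from the difference between the libraries numbered 2. These libraries did not deviate together from the means of their conditions (r = -0.09), so the data do not pair them. Heat shock replicate 2 was more even over genes than reference replicate 2 (coefficient of variation of reads per base 0.592 against 1.01), and a more even library has lower values for genes of high level and higher values for genes of low level, whatever their function. After saline shock the medians by replicate number were -0.86, 0.09 and 0.04 for histidine degradation. They were 0.12, -0.50 and -0.03 for the ribosomal proteins and 0.19, -1.19 and -0.02 for flagella, so the libraries numbered 1 went the other way.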

As expected, many of the differentially expressed genes were grouped into functional categories and pathways that are known to participate in adaptations to heat stress, saline stress and other stressful conditions (Figure 4). We next identified the specific genes that are up- or down-regulated under each condition separately and under both conditions.

**Figure 4:**
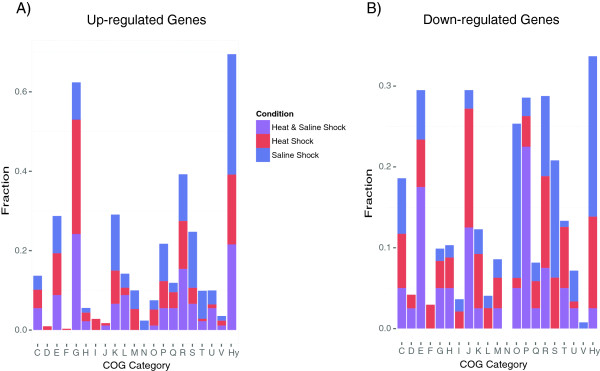
**Differentially expressed genes grouped by COG functional classification.** The fractions of the differentially expressed genes that fell within the various Clusters of Orthologous Gene (COG) categories. The columns are labelled as follows: C, energy production and conversion; D, cell division and chromosome partitioning; E, amino acid transport and metabolism; F, nucleotide transport and metabolism; G, carbohydrate transport and metabolism; H, coenzyme metabolism; I, lipid transport and metabolism; J, translation, ribosomal structure and biogenesis; K, transcription; L, DNA replication, recombination and repair; M, cell wall/membrane biogenesis; N, cell motility; O, posttranslational modification, protein turnover, chaperones; P, inorganic ion transport and metabolism; Q, secondary metabolite biosynthesis, transport and catabolism; R, general function prediction only; S, function unknown; T, signal transduction mechanisms; U, intracellular trafficking and secretion; V, defence mechanisms; and Hy, hypothetical proteins. Each fraction was obtained by normalising the number of total of genes assigned to each COG group per condition. **A)** Up-regulated genes. **B)** Down-regulated genes.

### Chaperones act exclusively in the heat shock response

During the heat shock response, chaperones and proteases are involved in protein folding and the degradation of unfolded proteins, respectively [27–29]. Here, we found that *dnaK*, *grpE*, *groESch*_*2*_, *groEL*, *ibpA* and *clpB* were up-regulated in *R. etli* during heat shock stress. 

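The 6 genes had higher mean levels after heat shock than in the reference. *groESch2* (CH01238) and *groEL* (CH01239), which encode the chaperonin that folds proteins in a closed chamber, had log2 fold changes of 0.74 (standard error 1.05) and 0.65 (standard error 0.953). *clpB*, which encodes a disaggregase, was at 2940 ± 2476 normalised RPM after heat shock and 1960 ± 1857 in the reference (SD, n = 3), a log2 fold change of 0.50 (standard error 1.16). For the small heat shock protein gene *ibpA* the log2 fold change was 0.23 (standard error 1.08), for *dnaK* 0.20 (standard error 1.20) and for its nucleotide exchange factor *grpE* 0.12 (standard error 0.936). Each difference was smaller than its standard error, and none of the genes passed the test in limma. The genes were chosen by the study from these libraries, so their shared direction is not independent evidence.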

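Per kilobase of coding sequence, *dnaK* (CH00145) had the highest mean level after heat shock of the 10 chaperone genes named in the paper, 1146 ± 983 normalised RPM per kilobase against 931 ± 755 in the reference (SD, n = 3). *clpB* (CH03753) followed at 1130 ± 952 and *ibpA* (CH03571) at 1005 ± 871. The chromosomal *groEL* (CH01239) was at 336 ± 292 after heat shock and 169 ± 101 in the reference, and *groESch2* (CH01238) at 193 ± 158 and 90.8 ± 51.6 (SD, n = 3).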

Of them, *dnaK* and the members of the chromosomally located *groESch2-groEL* operon showed the highest transcriptional levels. These observations were confirmed by qRT-PCR (Additional file 2). Other heat shock genes were over-expressed in our RNA-Seq data, including *groESf* and *groEL* from plasmid pRet42f and two members (*CH01244* and *CH01245*) of the HSP20 family of molecular chaperones. 

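All 4 genes had higher mean levels after heat shock. The small heat shock protein gene *CH01245* was at 245 ± 157 normalised RPM after heat shock and 109.7 ± 73.7 in the reference (SD, n = 3), a log2 fold change of 1.03 (standard error 0.755), the largest among the chaperone genes named. Its neighbour *CH01244* had a log2 fold change of 0.62 (standard error 0.882). On pRet42f, *groESf* (PF00329) was at 35.2 ± 26.2 against 19.4 ± 11.7 in the reference (SD, n = 3), a log2 fold change of 0.64 (standard error 0.948), and *groEL* (PF00330) had one of 0.46 (standard error 0.812). None passed the test in limma.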

In total, fourteen heat shock proteins were over-expressed under heat shock conditions, whereas only two serine proteases (*degPch*_1_ and *degPch*_2_) were significantly over-expressed under saline shock conditions. 

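A list of 14 chaperone and heat shock protein genes was drawn from the symbols of the annotation. It is not the paper's set of 14, since it lacks *ibpA*, *CH01244* and *CH01245*, which the paper names. Of its genes, 13 had a higher mean after heat shock, with a median log2 fold change of 0.17. The other, *tig*, which encodes the ribosome-bound trigger factor, had a lower one. The higher ones include *htpG* on pRet42f, which encodes a chaperone of the Hsp90 family. No member passed the test in limma, over all genes or adjusted over the list alone, and the list as a whole did not pass with camera (adjusted p = 0.256 with the preset correlation, 0.934 with an estimated correlation). The periplasmic serine protease genes *degPch1* (CH01120) and *degPch2* (CH01293) were at 244 ± 214 and 966 ± 1034 normalised RPM after saline shock, against 139 ± 87.1 and 693 ± 506 in the reference (SD, n = 3). Their log2 fold changes after saline shock were 0.32 (standard error 0.879) and 0.19 (standard error 0.951), and after heat shock 0.70 and 0.16. Neither passed the test. By replicate number (1, 2 and 3) the values after saline shock were -1.56, 2.50 and 0.01 for *degPch1* and -1.36, 1.92 and 0.00 for *degPch2*. The higher means thus come from the difference between the libraries numbered 2. These libraries did not deviate together from the means of their conditions (r = -0.22), so the data do not pair them. The median of the chaperone list after heat shock was 0.36, 0.43 and -0.02 by replicate number.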

Interestingly, no chaperones were found in the set of genes that was up-regulated under both conditions and numerous chaperones and proteases were down-regulated following saline shock (Additional file 3). These results could indicate that the recruitment of chaperone proteins seems to be exclusive to the heat shock response.

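Every one of the 14 annotated chaperone genes had a lower mean after saline shock than in the reference, with a median log2 fold change of -0.31. The lowest values were those of *groESch2* at -0.96 (standard error 1.05), *groEL* (CH01239) at -0.74 (standard error 0.953) and *groEL* (PF00330) at -0.72 (standard error 0.812). The list passed with camera and the preset correlation (adjusted p = 0.0119) but not with an estimated correlation (adjusted p = 0.747), and no member passed in limma, over all genes or adjusted over the list alone. Of the genes that Additional file 3 lists as down-regulated by saline shock alone, those of posttranslational modification, protein turnover and chaperones (COG O) were below the reference in 25 of 25 cases, with a median of -0.35, and above it after heat shock in 20 of 25 (median 0.20). That set was selected by the study on these libraries. Against the reference library of the same replicate number, the median log2 fold change of the chaperone list was -1.42, 0.16 and 0.00 in replicates 1, 2 and 3, so the lower mean comes from replicate 1.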

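The 10 chaperone genes named in the paper all had a higher mean after heat shock (median log2 fold change 0.56, range 0.12 to 1.03) and all a lower mean after saline shock (median -0.36, range -0.96 to -0.17). When saline shock was compared with heat shock directly, 13 of the 14 annotated chaperone genes were lower after saline shock, with a median log2 difference of -0.48 (adjusted p = 1.1e-04 with camera and the preset correlation, adjusted p = 0.860 with an estimated correlation). For *CH01245* the difference was -1.64 (standard error 0.755) and for *groESch2* -1.70 (standard error 1.05). No chaperone gene passed the test of this difference in limma. The replicate 3 libraries of the conditions held nearly the same chaperone levels, and without them the medians of the named genes were 0.88 after heat shock and -0.54 after saline shock. By replicate number (1, 2 and 3) the medians were 0.81, 0.69 and -0.04 after heat shock and -1.75, 0.43 and -0.02 after saline shock, so the lower mean after saline shock comes from replicate 1.

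**Figure D2:**
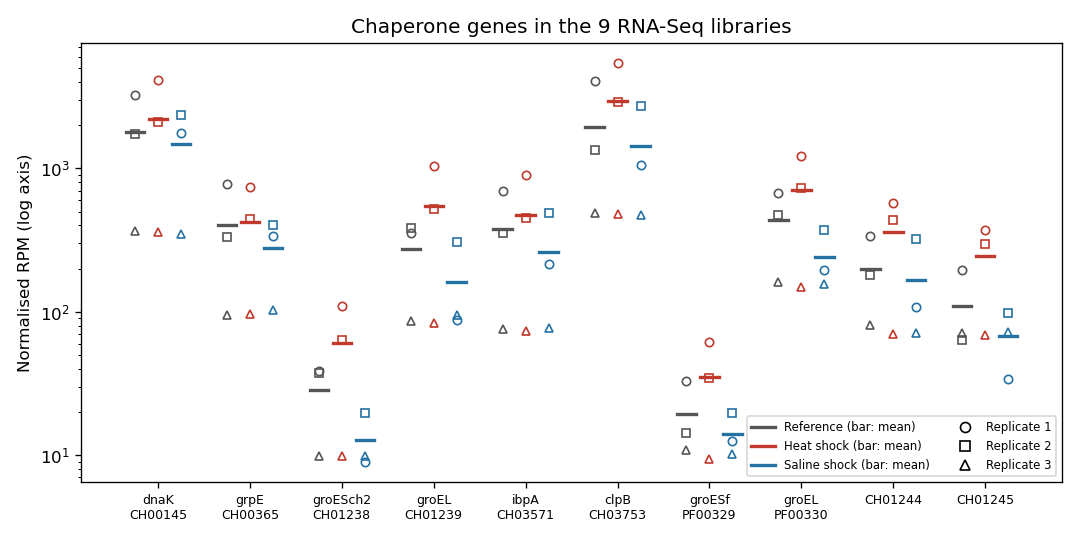
Normalised RPM (log axis) of the 10 chaperone genes named in the paper in each of the 9 libraries, with bars at the mean of the 3 libraries of a condition. Symbols mark the replicate; the replicate 3 libraries lie together in each gene, and for *CH01245* the means are 109.7 in the reference, 245 after heat shock and 68.3 after saline shock.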

### Secondary metabolism is highly represented in the saline shock response

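*glpD*, *glgXe* and *PE00008*, genes of glycerol and glycogen metabolism, had higher mean levels after saline shock than in the reference. *glpD* (PB00019), which encodes a glycerol-3-phosphate dehydrogenase, was at 418 ± 139 normalised RPM against 274 ± 248 (SD, n = 3), a log2 fold change of 1.31 (standard error 0.923). *glgXe* (PE00208), which encodes a glycogen debranching enzyme, was at 439 ± 262 against 223 ± 125 (SD, n = 3), a log2 fold change of 0.94 (standard error 0.549). *PE00008*, annotated as a maltooligosyl trehalose synthase, had a log2 fold change of 0.77 (standard error 1.19). After heat shock the log2 fold changes were 0.26, 0.64 and 0.57. None of them passed the test in limma in either shock. Of 10 annotated genes of compatible solutes, 7 were above the reference after saline shock (median 0.33, adjusted p = 0.494 with camera and the preset correlation and 0.747 with an estimated correlation), with 0 members past the test and 0 when adjusted over the list alone. By replicate number (1, 2 and 3) the log2 fold changes after saline shock were 3.99, -0.01 and -0.04 for *glpD*, 0.66, 2.10 and 0.04 for *glgXe* and 0.19, 2.10 and 0.03 for *PE00008*.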

We found that *glpD*, *glgXe* and *PE00008* were over-expressed under saline shock conditions. The genes *glgX* and *PE00008*, which encode a glycosyl hydrolase (glycogen debranching) protein and a putative maltooligosyl trehalose synthase, respectively, may mediate glycogen accumulation during saline shock. According to the KEGG database, these genes are part of the *treYZ* pathway (Additional file 3), which is involved in converting maltodextrins (e.g., glycogen) into trehalose. Our results suggest that *R. etli* uses the *treYZ* pathway for the *de novo* synthesis of compatible solutes (i.e., carbohydrates and disaccharides, such as sucrose and trehalose) under saline stress conditions [30]. 

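The cyclic glucan exporter gene *ndvA* (CH04000) was at 561 ± 222 normalised RPM in the reference, 828 ± 713 after heat shock and 533 ± 280.2 after saline shock (SD, n = 3). Its log2 fold change was 0.30 after heat shock (standard error 0.683) and -0.11 after saline shock (standard error 0.683). Both differences were smaller than the spread between replicates, and neither passed the test in limma. By replicate number (1, 2 and 3) they were 1.45, -0.52 and -0.03 after heat shock and 0.49, -0.79 and -0.04 after saline shock.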

We also found that *ndvA*, which is required for cyclic glucan biosynthesis [31], was down-regulated following saline shock and up-regulated following heat shock. This is consistent with other studies that have shown a decrease in the expression levels of *ndvA* and *ndvB* when osmolarity increases in *Agrobacterium tumefaciens* [31, 32].

### Over-expression of secretion and transporter systems is a common response to heat and saline shock

Most bacterial genomes encode different secretion systems (such as toxin-antitoxin systems, pump efflux systems and ABC protein exporters), which provide versatile responses and adaptations to environmental changes. In our data, one heat shock-induced gene (*CH00527*) and three saline shock-induced genes (*CH1305*, *CH02813* and *PF00285*) were found to be members of the HlyD family, which is a type I secretion system. Furthermore, we also found that components of the type IV secretion system were up-regulated during both the heat and saline shock responses; these genes included *virB2a*, *PD00153* (*virB*_*11*_), *trbE* (under heat shock), *virD*_*2*_, *trbJ*, *trbD*, *trbB* and *PD00150* (VirB_8_); notably, under saline shock, the up-regulation of *trbI*, *trbG* and *trbF* was also triggered (Additional file 3). 

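*CH00527* was the gene of this family with the largest value: 647 ± 489 normalised RPM after heat shock against 111 ± 86.9 in the reference and 119 ± 98.6 after saline shock (SD, n = 3). Each heat shock library was above each reference library, and the log2 fold change was 2.54 after heat shock (standard error 1.03) and -0.25 after saline shock. After saline shock, *CH01305* had a log2 fold change of 0.77 (standard error 1.3), *CH02813* of 0.34 (standard error 0.854) and *PF00285* of 0.22 (standard error 0.534). By replicate number (1, 2 and 3) the medians of the 4 genes, *CH00527* included, were -1.02, 1.72 and -0.02 after saline shock. Replicates 1 and 2 thus went opposite ways. Without the replicate 3 libraries, which were alike in all conditions, the log2 fold change of *CH00527* after heat shock was 3.77. None passed the test in limma.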

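The 11 genes had higher means than the reference after each shock, with a median log2 fold change of 0.34 after heat shock (range 0.22 to 1.13) and of 0.31 after saline shock (range 0.01 to 1.00). The relaxase gene *virD2* on pRet42a was at 238 ± 169.7 normalised RPM after heat shock, 193 ± 124 after saline shock and 132 ± 153 in the reference (SD, n = 3). The pilin gene *virB2a* had log2 fold changes of 0.88 and 0.82 (standard error 1.44), and *trbE*, an ATPase of the transfer system, of 0.34 and 0.31 (standard error 0.786). For *trbI*, *trbG* and *trbF* the log2 fold changes after saline shock were 0.37, 0.25 and 0.40. After saline shock *PD00153* and *PD00150* had 0.01 and 0.03, and with TMM scaling these became -0.06 and -0.04. Of 26 annotated genes of conjugation and type IV secretion, 25 were higher after heat shock (median 0.33) and 21 after saline shock (median 0.26), and 0 passed the test in limma, also when adjusted over the list alone. This list passed with camera and the preset correlation (adjusted p = 0.00350 and 0.0285) and not with an estimated correlation (adjusted p = 0.542 and 0.747). All but 1 of the 26 genes lie on pRet42a and pRet42d. All genes of pRet42a had medians of 0.37 after heat shock (84.9% higher) and 0.36 after saline shock (85.5% higher). Those of pRet42d had 0.28 (79.9% higher) and 0.24 (77.6% higher). The medians of the list thus lie between those of its plasmids, and a change of these genes cannot be told apart from one of the plasmids. By replicate number (1, 2 and 3) the medians of the 11 genes were 0.98, -0.06 and 0.06 after heat shock and 0.90, 0.30 and -0.06 after saline shock, and those of the 26 genes 0.78, 0.27 and 0.04, and 0.44, 0.56 and -0.07.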

Under heat and saline shock conditions, the largest functional category of up-regulated genes corresponded to carbohydrate transport and metabolism (COG G). Of these up-regulated genes, 71% were ABC transporters. 

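Of the genes that Additional file 3 lists as up-regulated by heat shock alone and assigns to carbohydrate transport and metabolism, all 93 had a higher mean after heat shock, with a median log2 fold change of 1.09, and 56 lie on plasmids. By the products given there, 66 of the 93 are ABC transporter genes. Among them, *PB00077*, an ATP-binding protein gene of a sugar transporter on pRet42b, was at 483 ± 357 normalised RPM after heat shock and 133 ± 106 in the reference (SD, n = 3), and each heat shock library was above each reference library. After saline shock the same genes had a median of 0.26. The genes of this category listed for both shocks had a median of 0.93 after heat shock (22 of 22 higher) and 0.73 after saline shock (18 of 22 higher). Those listed for saline shock alone had a median of 0.71, with 7 of 9 higher. No gene of these sets passed the test in limma, and the sets were chosen by the study from the same libraries. Without the replicate 3 libraries the median of the heat shock set after heat shock was 1.64.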

We also found that *R. etli* over-expressed an ABC-type transporter for spermidine (*CH03663)* under saline shock conditions; spermidine and spermine are polyamine derivatives relevant to various cellular events, such as cell differentiation and membrane functions [33, 34]. Therefore, we think that the large proportion of over-expressed ABC transporters suggests that these transporters could be playing an important role in bacterial cell viability by exporting secondary metabolites (polyamines), disaccharides and amino acids to contend with the stressful conditions.

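*CH03663*, annotated as a permease of a spermidine and putrescine ABC transporter, was at 69.9 ± 85.1 normalised RPM in the reference, 112 ± 66.7 after saline shock and 118 ± 73.7 after heat shock (SD, n = 3). Its log2 fold change was 1.19 after saline shock and 1.26 after heat shock, each with a standard error of 1.03, and it did not pass the test in limma in either.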

### Versatile responses of transcription factors

Another functional category that was highly represented in *R. etli* during either the heat or saline stress responses was transcription (COG K). 

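Of the genes that Additional file 3 lists as up-regulated by heat shock alone and assigns to transcription, all 29 had a higher mean after heat shock, with a median log2 fold change of 0.79 (range 0.31 to 1.63) and of 1.12 without the replicate 3 libraries. After saline shock the transcriptional regulator genes *CH00561*, *CH00796*, *CH03672* and *CH04029* had log2 fold changes of 0.38 (standard error 0.690), 0.45 (standard error 0.943), 0.02 (standard error 0.713) and 0.26 (standard error 0.665). With TMM scaling the value of *CH03672* was -0.05. The medians of these 4 genes after saline shock were -0.42, 1.29 and -0.04 in replicates 1, 2 and 3. The higher median thus comes from the difference between the libraries numbered 2, which the data do not pair. Their log2 fold changes after heat shock were -0.10, 0.12, -0.14 and 0.12. None of these genes passed the test in limma, and they were chosen by the study from these libraries.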

Twenty-six genes encoding transcriptional factors from the IclR, TetR, GntR and MarR families were up-regulated under heat shock conditions, while *CH00561*, *CH00796*, *CH03672* and *CH04029*, which encode transcriptional factors of the MarR, LysR and TetR families, were over-expressed under saline shock conditions. It is known that bacteria express different sigma factors under different environmental conditions. 

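The sigma factor genes *rpoH2* (CH04026), *rpoE4* (CH03273) and *CH01118* had higher mean levels after saline shock than in the reference. *rpoH2* was at 266 ± 114 normalised RPM after saline shock, 168 ± 97.0 in the reference and 148 ± 19.9 after heat shock (SD, n = 3), with a log2 fold change after saline shock of 0.77 (standard error 0.536). For *rpoE4* the log2 fold change after saline shock was 0.59 (standard error 0.646) and after heat shock -0.04. For *CH01118* it was 0.56 (standard error 0.941) after saline shock and 0.42 after heat shock. None passed the test in limma. The heat shock sigma factor gene *rpoH* (CH03342) had a log2 fold change of -0.03 after heat shock and -0.28 after saline shock. By replicate number (1, 2 and 3) the values after saline shock were 1.80, 0.56 and -0.06 for *rpoH2*, 1.69, -0.05 and 0.11 for *rpoE4* and -0.11, 1.84 and -0.04 for *CH01118*.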

Of the 23 sigma factors present in *R. etli*, we observed over-expression of three of them following saline shock: *CH01118* (ECF subfamily), *rpoE*_*4*_ (σ^28^) and *rpoH*_2_ (σ^32^). The transcriptional factors identified here have been implicated in several processes [35–37], such as the osmotic shock and heat shock responses, among others (see Discussion), whereas one of the sigma factors, *rpoE*_*4*_, has also been implicated in the saline and osmotic stress responses [36].

### Promoter regions and ncRNAs

Thus far, we have considered the differentially expressed genes, but another important elements for the regulation of transcription are the promoter region and ncRNAs. First, to study the promoter regions in all of the non-coding regions associated with the genes over-expressed in both conditions, an *in silico* analysis to detect promoter motifs was conducted. Analysis of 266 up-regulated transcriptional units identified a ggAAC-N_16_-cgTT sequence and a cTTGAc-N_16_-cnATAA sequence in 147 transcriptional units (approximately 16 to 50 nt upstream relative to the ATG start codon), and this sequence perfectly matched the promoter consensus previously reported in *R. etli* for σ^28^ (RpoE_4_ and *PF00052*-ECF) and σ^70^ (SigA) [36, 38, 39]. An additional 105 motifs showed a cTTGaa-N_16_-CgATaT sequence, which is extremely similar to the *S. meliloti*’s σ^32^ (RpoH_1_ and RpoH_2_) reported motifs [40] (Figure 5). In our predictions, twenty-six putative promoters overlapped between RpoH and SigA, seven overlapped between RpoH and RpoE, six between RpoE and SigA and one among all three of these sigma factors (Additional file 4). Taken together, these results suggest that overlapping sigma promoter sequences could occur with high frequency and may be common in *R. etli*.

**Figure 5:**
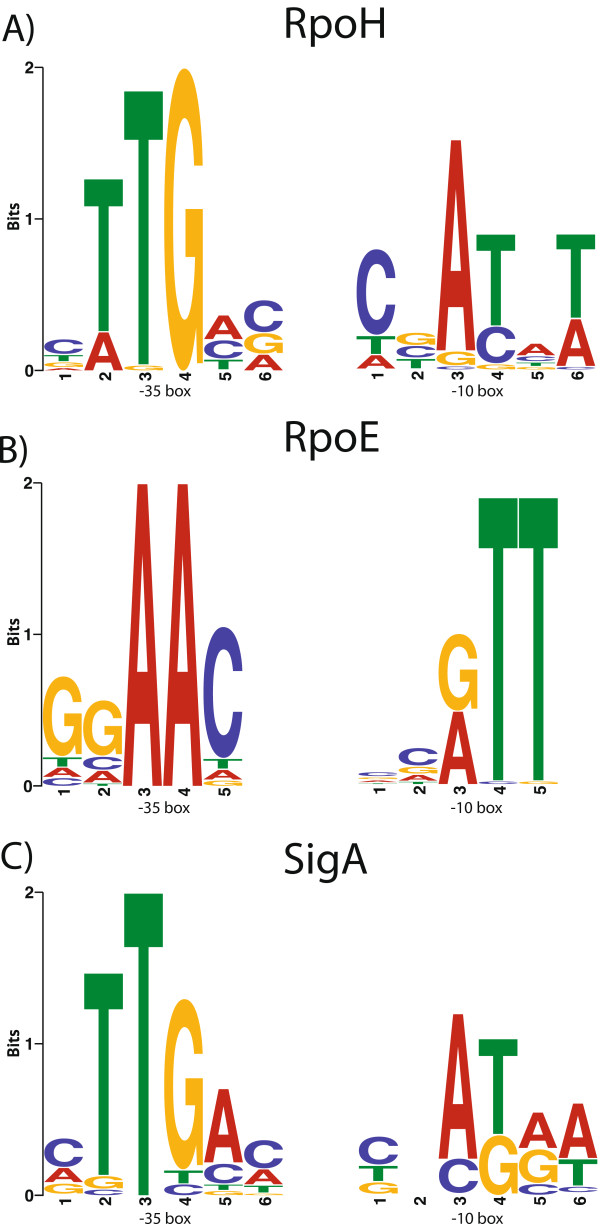
**Promoter consensus motifs of** ***R. etli*** **.** The sequence logos of three different sigma factors are shown. **A)** The logo shows the promoter consensus sequences for RpoH, as obtained from 107 putative promoters regions. **B)** The logo shows the promoter consensus sequences for RpoE, as obtained from 74 putative promoters regions. **C)** The logo shows the promoter consensus sequences for SigA, as obtained from 96 putative promoters regions (see Methods). The coloured sequence logos were generated using MEME. The scale of bits in each logo is represented by the height of each letter (nucleotide), showing the positional probability of that nucleotide multiplied by the information of the logo. The −35 box consensus motifs are displayed on the left side of the figure, and the −10 box consensus motifs are displayed on the right side of the figure. The 11 to 23-nt spacer region between the two boxes is not shown.

It is known that non-coding RNAs (ncRNAs) play an important role in bacterial gene expression; recent studies have identified ncRNAs in *R. etli*, and most of them are encoded in the intergenic regions [18]. Hence, to better understand the stress responses, we also conducted a screen to identify possible ncRNAs that are involved in these stress responses. We identified 107 intergenic regions of the *R. etli* genome that showed detectable and reproducible transcriptional activity (see Methods). Of the 107 regions, 89 had been previously reported as ncRNA candidates [18]. Eighteen regions (Table 1) revealed five (ReC106, ReC114, ReC115, ReC116 and ReC117) non-annotated proteins annotated in other genomes. Additionally, ReC103, ReC110, ReC112 and ReC113 matched hypothetical annotated proteins (YP_002547508.1, YP_001978587.1, WP_007533890.1 and WP_010007492.1, respectively) (Additional file 5). Among the remaining transcriptional units, ReC108 showed high levels of transcription, while ReC101, ReC102, ReC104, ReC105, ReC107, ReC118 and ReC111 showed low levels of transcription; these regions did not match any annotated proteins. Notably, ReC101 and ReC102 were located in the possible 5’-UTRs of their proximal genes, suggesting that they might be riboswitches. However, using Riboswitch finder and RiboSW (see Methods), these regions did not match any homologous riboswitches in other bacterial genomes; therefore, we considered them to be putative ncRNAs. We identified 13 differentially expressed ncRNAs under heat shock conditions and nine under saline shock conditions. Eight of the 13 differentially expressed ncRNAs were up-regulated following heat shock (ReCO6, ReC15, ReC20, ReC33, ReC55, ReC76, ReA01 and ReE02) and had been previously reported, including a well-characterised RNase P (ReC55). Under saline shock conditions, only two ncRNAs were over-expressed (ReC107 and ReC64); of them, one was a novel ncRNA identified in this study (ReC107; Additional file 6). Next, we used matrix predictions (see Methods) to identify potential promoter elements in the regions 80-nt upstream of the over-expressed ncRNAs. Most of the ncRNA upstream regions harboured motifs for more than one sigma factor, except for the novel ncRNA, ReC107, which yielded only a single putative SigA-dependent promoter. Rec06, Rec33 and Rec55 (RNase P) had putative RpoE-like and RpoH-like promoters while ReA01 and ReC64 harboured overlapping promoters for SigA and RpoH. The fact that we were able to identify potential motifs for sigma factors in the upstream regions of the ncRNAs provides additional evidence to support the notion that these ncRNAs are real. However, in order to learn about the possible function of these ncRNAs futher research is required; we started working in that direction (Gamaliel López-Leal *et al.*, in preparation). This analysis clearly indicates that ncRNAs are also playing a role in both the heat and saline shock stress responses.

**Table 1:** **Novel ncRNAs detected by RNA-Seq plotted data**

Id	Start	Stop	Strand	Length	Prediction
ReC 101	672255	672116	Minus	140 bp	ncRNA
ReC 102	1331946	1331792	Minus	155 bp	ncRNA
ReC 103	1674693	1674827	Plus	135 bp	Protein
ReC 104	1747454	1747598	Plus	145 bp	ncRNA
ReC 105	1748816	1748663	Minus	154 bp	ncRNA
ReC 106	1749213	1748896	Minus	318 bp	Protein
ReC 107	1832463	1832580	Plus	118 bp	ncRNA
ReC 108	1839511	1839637	Plus	127 bp	ncRNA
ReC 109	1932797	1932959	Plus	163 bp	ncRNA
ReC 110	2475589	2475733	Plus	145 bp	Protein
ReC 111	2546193	2546004	Minus	190 bp	ncRNA
ReC 112	2763999	2764196	Plus	198 bp	ncRNA
ReC 113	2940023	2939896	Minus	128 bp	ncRNA
ReC 114	3416634	3416858	Plus	225 bp	Protein
ReC 115	3620823	3620581	Minus	243 bp	Protein
ReC 116	3634855	3634540	Minus	316 bp	Protein
ReC 117	3719937	3719559	Minus	379 bp	Protein
ReC 118	3776471	3776654	Plus	184 bp	ncRNA

Table 1. Novel ncRNAs detected using the RNA-Seq plotted data. Eighteen transcribed regions were identified as novel ncRNAs or non-annotated proteins using Artemis (Graph, Add User Plot). The coordinates, strands and lengths of the ncRNAs and non-annotated proteins are shown (see the Methods section for more details).

## Discussion

The main goal of this study was not only to identify genes that are differentially expressed during the saline and heat shock responses but also to characterise other regulatory elements, namely ncRNAs and sigma promoter motifs. In doing so, we think a more comprehensive view of bacterial gene regulation and new insights into the global response of *R. etli* under both stressful conditions can be obtained.

In this study, we considered two stressful conditions, saline and heat shock. We found that these two responses in such conditions are clearly different from each other. First, it seems that transcriptional regulation of the heat shock response involves many more genes. Second, the replicon contribution is different during each stress response; pRet42c, pRet42d, pRet42e and pRet42f plasmids are preferentially involved in the heat shock response, whereas the chromosome and pRet42a plasmid participate in the saline shock response (Figure 3). Previous studies have also suggested the importance of plasmids for stress responses [41–43]. For instance, roles of plasmids (pRet42d and pRet42b) in nodule formation in *R. etli* and related species have been demonstrated [42]. Moreover, the contributions of pRet42a to pSym transfer and pRet42a, pRet42b and pRet42c to heat shock tolerance have been shown [43, 44]. Recent studies have shown that several bacteria have a clear genomic and transcriptional organisation [41, 45, 46]. For example, it was demonstrated *Caulobacter crescentus* has a chromosome that is spatially organised throughout its lifetime, and it was recently demonstrated that the naturally abundant groESL mRNA displayed a limited dispersion from its site of transcription during growth under normal and heat shock conditions. This result implies that the cell interior is functionally compartmentalised into small subcellular regions defined by the genetic map and organisation of the *C. crescentus* genome [45]. In *R. etli*, the chromosome and all of the plasmids encode active partition systems, which provide a specific location in the cell [47]. Taking this fact into account and considering the abundance of plasmid up-regulated genes following heat and saline shock, it is reasonable to suppose that plasmids are important mobile elements that provide a transcriptional spatial compartment to help organise the response to stress. Moreover, the abundance of up-regulated genes related with the stress response in *R. etli* plasmids could be an important adaptive advantage because sets of genes required for particular environmental stresses can be horizontally acquired and distributed across *R. etli* populations in a fast and efficient way.

Another clear feature that differentiates these two responses is the specific functions that are involved in each response. Next, we discuss the functions activated under each response and those activated in response to both stresses. Chaperones and proteases are involved in protein folding and the degradation of unfolded proteins during the heat shock response [27–29]. Along these lines, we found that *dnaK*, *grpE*, *groESch*_*2*_, *groEL*, *ibpA* and *clpB* were up-regulated under heat shock stress. Furthermore, three of the proteins encoded by these genes (DnaK, GrpE, GroESL) help to maintain the correct folding of nascent polypeptides under non-stressful conditions but become essential for survival under heat shock conditions. For instance, in *E. coli*, the association of DnaK, DnaJ and GrpE is crucial for the regulation of the levels of RpoH (σ^32^) [48–50], which is involved in controlling the gene expression of heat shock proteins. Notably, both *rpoH* mutants in *E. coli* [51, 52] and *rpoH*_*1*_ mutants in *R. etli* [37] are extremely sensitive to heat shock. Additionally, these heat shock proteins (*dnaK*, *groEL*, *groES* and *grpE*) have been also found over-expressed in *Rhizobium tropici*, which is recognized for its tolerance to high temperatures [53, 54]. Remarkably, while 14 heat shock proteins were over-expressed following heat shock, only two serine proteases *degPch*_1_ and *degPch*_2_ were significantly over-expressed under saline shock. These proteases were found to be involved in the elimination of inactive protein aggregates that accumulated in response to saline stress in *S. meliloti* [55–57]. Of note, the set of up-regulated genes shared in the two conditions did not include any chaperones; furthermore, numerous chaperones and proteases were down-regulated under saline shock condition (Additional file 3). Therefore, these results suggest that the recruitment of chaperone proteins seems to be exclusive to the heat shock response.

In Rhizobia, glycogen accumulation helps restore cell volume after osmotic shock [29], and high expression levels of *glgA2*, *glgB2* and *glgX* in *S. meliloti* support this conclusion [30]. A study in *Rhizobium tropici* PRF81 has reported that *glgX* together with nod-genes could be involved in the signal exchanges between host plant and rhizobia [58]. Here, we noted that *glpD*, *glgXe* and *PE00008* were over-expressed in *R. etli* under saline shock. These genes are part of the *treYZ* pathway, which converts maltodextrins (e.g., glycogen) into trehalose, thus suggesting that *R. etli* uses the *treYZ* pathway for the *de novo* synthesis of compatible solutes (i.e., carbohydrates and disaccharides, such as sucrose and trehalose) under saline stress conditions [30]. We think this might be true as trehalose and glycine betaine are known to function as osmotic stabilisers [59], and trehalose biosynthesis is a common response to osmotic stress in many bacteria [30, 60]. All this information suggests that these genes have an important roll not only in the free-living state during stressful conditions, but also in the symbiotic state with the host-plant *P. vulgaris*. Furthermore, in *Rhizobium*, the accumulation of betaine and trehalose allows the bacterium to survive under osmotic stress conditions and reduces the negative effects of NaCl [61].

Our data suggest that the over-expression of secretion and transporter systems may be a common response to both heat and saline shock responses. For instance, *CH00527* and *CH1305*, *CH02813, PF00285* were found to be members of a type I secretion system (HlyD family), which exports a variety of compounds, from drug molecules to large polypeptides, and is mainly involved in the secretion of noxious molecules across the cellular envelope [62–64]. Recent studies have suggested that type I secretion systems are involved in the translocation of unfolded proteins [65–68]. Additionally, a set of genes (*virB2a*, *PD00153* [*virB*_*11*_], *virD*_*2*_, *trbJ*, *trbD*, *trbB* and *PD00150* [VirB_8_]) from the type IV secretion system was up-regulated during both the heat and saline shock responses. Of note, under saline shock conditions, the up-regulation of *trbI*, *trbG* and *trbF* is also triggered, whereas *trbE* is over-expressed following heat shock. Proteins from the type IV secretion system participate in a system that mediates the conjugative transfer of DNA with the extracellular milieu, and some even deliver DNA to fungi, plants or human cells [63, 64]. Obviously, this process plays an important role in bacterial fitness under changing environmental conditions. Noticeably, under heat and saline shock conditions, the largest functional category of up-regulated genes corresponded to carbohydrate transport and metabolism (COG G) - most of these genes encode ABC transporters. These proteins belong to one of the two mayor groups of transporters indentified in gram-negative bacteria, which can carry a wide variety of substrates, including sugars, amino acids, polysaccharides and peptides [69–71]. This trend does not seem to be exclusive to *R. etli,* as the genomes of α-proteobacteria tend to encode disproportionately large numbers of ABC transporters, reflecting their ecological versatility and their need to adapt to various conditions [8]. Following heat and saline shock, one-third of the up-regulated genes encode ABC transporters; of these genes, 18.5% were annotated as sugar transporters. In *S. meliloti* and other rhizobia, disaccharides have also been recognised as osmoprotectants [72]. We also found that ABC-type transporter for spermidine (*CH03663)* that was over-expressed following saline shock. Polyamines have been shown to be crucial for salt tolerance and the osmotic stress responses of soil microorganisms [73], as they can act as osmoprotectants because their cationic nature allows them to bind to proteins and lipids and thus stabilise cellular structures [74]. Additionally, we noted repression of the *CH03629* gene under both conditions, which encodes an ornithine decarboxylase responsible for decarboxylating ornithine to putrescine, suggesting that at 30 min after induced stress, the synthesis of spermidine could be repressed. Therefore, we think that many of the over-expressed ABC transporters play an important role in cell viability by exporting secondary metabolites (polyamines), disaccharides and amino acids to contend with the stressful conditions. 

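*CH03629* was at 450.1 ± 159 normalised RPM in the reference, 342 ± 80.2 after heat shock and 387 ± 120.03 after saline shock (SD, n = 3). Its log2 fold change was -0.35 after heat shock and -0.20 after saline shock, each with a standard error of 0.437, and it did not pass the test in limma in either.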

Besides, these ABC transporters could be part of the general stress response in *R. etli*.

Sigma factors are key to the stress response, as the use of alternative sigma factors creates flexibility in bacterial adaptation. Here, we observed over-expression of three sigma factors following saline shock: *CH01118* (ECF subfamily), *rpoE*_*4*_ (σ^28^) and *rpoH*_2_ (σ^32^). In *R. etli,* RpoE_4_ participates under oxidative, saline and osmotic stresses and also controls the expression of *rpoH*_2_, whereas *rpoH*_2_ mutants were reported to be sensitive to NaCl shock [36, 37]. Thus, these two genes play roles in cell survival during the saline shock response. We also detected constitutive expression of *rpoH*_1_ under heat shock and in the reference condition, which was previously shown to be essential for the heat shock response in *R. etli* [37]. Similar patterns have been observed in other bacteria, where the levels of mRNA-*rpoH* are maintained at a basal concentration [75]. In *E. coli*, the mRNA of *rpoH* contains a thermo-switch within the 5’-UTR of the mRNA [76] that under non-stressful conditions blocks the translation of the *rpoH* gene, whereas under stressful conditions (e.g., heat shock) allows the translation of *rpoH* [76]. Studies in *B. japonicum* have demonstrated that this level of regulation is also present in rhizobial species [77]. For example, some heat shock genes are translationally controlled by a secondary mRNA structure called ROSE (repression of heat shock gene expression); this regulatory element mainly affects genes that encode small heat shock proteins, but it also controls *rpoH*_1_, which encodes one of the three σ^32^ factors in *B. japonicum* [77]. Future studies are warranted to investigate whether an analogous mechanism exists in *R. etli*. Additionally, the regulatory region of *rpoH*_1_ in *R. etli* contains two promoters: one for σ^70^ and one for σ^28^ [37]. These results indicate that the constitutive expression of *rpoH*_1_ in *R. etli* could be regulated by its primary sigma factor (σ^70^). However, the qRT-PCR expression data revealed that *CH01118* is differentially expressed under heat shock, in contrast with the observed data in the RNA-Seq analyses. These results could be explained by the fact that in the qRT-PCR experiments, the cDNAs were obtained with specific primers, ensuring that the cDNA belonged to the target gene. Additionally or alternatively, the biological noise in our RNA-Seq libraries could be the reason for this (see Methods). Nonetheless, the regulation of RpoH by RpoE is retained in many bacteria. In this study, we identified the over-expression of three sigma factors; two of them belong to sigma factor RpoE family, which could regulate the RpoH sigma factors in *R. etli* under heat and saline shock. However, further studies on the 18 ECF-sigma factors and their targets should be performed in *R. etli* because the regulatory networks of these sigma factors have not been fully explored.

The identified promoter motifs were expected as the transcriptomes were obtained under stressful conditions, where both RpoH_1_ and RpoH_2_ are essential. Clearly, this approach does not discriminate promoter motifs between the alternative sigma factors RpoH_1_ - RpoH_2_ and RpoE_4_ - *CH01118-*ECF. However, studies of the *R. etli* regulons RpoE_4_ and *PF00052*-ECF have identified a unique sequence motif, which has been recognised for both ECF-type sigma factors, resulting in a large number of overlapping regulated genes [35]. Moreover, analysis of RpoH’s regulons in *S. meliloti* has identified the same tendency of a high number of similar sequences in their promoters [40]. A recently massive exploration and mapping of σ^H^, σ^E^ and σ^70^ promoters in *S. meliloti* revealed highly similar promoter sequences between alternative sigma factor copies [78]. These results indicated that the regulation of the different sigma factors in a given genome could depend on alternative and more complex regulatory systems that include the participation of transcriptional factors, riboswitches, ncRNAs and posttranslational regulatory strategies. Therefore, specific sequence-promoter recognition may be limited to a few events. In support of this idea, it is well known that in *E. coli* and other bacterial genomes, promoters belonging to the σ^70^ family can overlap [35, 52, 79, 80]. For instance, in the case of *E. coli,* overlapping RpoH and RpoD (σ^70^) promoters have also been reported [81]. Here, we note that in the overlapped promoters, the −35 box was maintained in the two promoter predictions, and only the −10 box was displaced. In most cases, this displacement involved only a few bases in either direction (upstream or downstream). This result is also supported by the observation of lax promoter recognition in *R. etli* (principally in the −10 box) [39] and by the occurrence of additional promoter-like signals that could play a regulatory role. In bacteria, the promoter-like signals tend to be generated easily, resulting in selection for functionally redundant promoter sequences [82]. Alternatively, the complex regulation of the −10 box has led several authors to consider that it may comprise a different type of promoter [2]. In *E. coli*, the −10 box (unlike the −35 box) is not a single recognition element; instead, it seems to function as two recognition elements: one primarily positioned at −12 in the double strand and another based on the melting of the −11 to −7 positions in a single strand [2]. Our results, along with the findings from other studies, suggest that the overlapping of motifs for the different sigma factors might be a common occurrence, which in turn suggests that additional elements (riboswitches, ncRNAs and post-transcriptional regulatory elements) could be playing roles in determining the specificity of any given stress response.

The regulatory networks that allow bacteria to respond to different environmental stresses usually comprise transcriptional regulators, sigma factors, proteases and small ncRNAs [18]. In this work, we identified 13 differentially expressed ncRNAs under heat shock and 9 under saline shock conditions. Of note, this result is consistent with our finding that more genes are up-regulated during the heat shock stress response, as here we also find that more ncRNAs were up-regulated during that stress response. We think these ncRNAs are real entities for several reasons. First, some of them have been previously reported. In the case of the heat shock response, eight of the up-regulated ncRNAs (ReCO6, ReC15, ReC20, ReC33, ReC55, ReC76, ReA01 and ReE02) were previously described [18, 83], whereas under saline shock conditions, two ncRNAs (ReC107 and ReC64) were identified previously [18]. Secondly, we detected reproducible transcriptional activity (in biological replicates); besides, sigma promoter motifs were identified for some of these ncRNAs. The analysis on ncRNAs in this work show that these molecules are an important part of the response to both heat and saline shock stress, future studies are required to establish relevance of these molecules in such stresses.

In considering the results, we believe that the heat shock response is more complex than the saline shock response. Not only does the heat shock response involve more differentially expressed genes and more ncRNAs, it also uses more replicons. Further studies are required to establish if these observations also occur at the translational level.

## Conclusions

We think our work exemplifies how the utilisation of approaches that consider more than just the differentially expressed genes and also include regulatory elements of the stress response provide a more comprehensive view of bacterial gene regulation. More specifically, this study gives new insights into the global response of *R. etli* under both stressful conditions.

## Methods

### Culture conditions

Nine independent cultures of wild-type *Rhizobium etli* CE3 [84] were grown at 30°C with agitation (200 rpm) in peptone-yeast extract (PY) medium [85]. When required, nalidixic acid (20 μg ml^−1^) was added to the cultures. Aliquots (10 ml) were taken from all of the cultures at 12 hours post-inoculation (OD_600_ ≈ 0.4, exponential phase) and incubated for 30 min at 30°C in PY medium (reference condition), at 42°C in PY medium (heat shock condition) or at 30°C in PY medium containing 80 mM NaCl (saline shock condition).

### RNA extraction and sequencing

Each sample was centrifuged at 13,000 rpm for 10 min, and the pellet was washed four times with 1 ml of Tris:EDTA buffer 50/20 (pH 8.0) and 500 μl of RNAlater solution (Ambion). Total RNA was isolated using an RNeasy Midi Kit (Qiagen) according to the manufacturer’s instructions. We verified the amount and quality of the resulting total RNA samples by agarose gel electrophoresis, as previously reported [86].

Ribosomal RNA was eliminated using a RiboMinus Kit (Life Technologies), which was used according to a modified version of the manufacturer’s recommended protocol. Briefly, a second rRNA elimination step using the Terminator Exonuclease enzyme (Epicenter), which uses RNA monophosphate as a substrate while leaving mRNA intact, was included in the protocol. RNA integrity was assessed using an Agilent Bioanalyzer 2100 and an RNA Nano 6000 Labchip Kit (Agilent Technologies). RNA sequencing was carried out by the Unidad Universitaria de Secuenciación Masiva de DNA (UUSMD)–UNAM (http://www.uusmd.unam.mx/), using a Next Generation High Throughput Sequencing Genome Analyzer IIx (GAllx; Illumina).

### Quantitative reverse transcription PCR

Quantitative reverse transcription PCR (qRT-PCR) of twenty-seven selected genes was performed. These selected genes represented differentially and non-differentially expressed genes under heat and saline shock conditions observed by RNA-Seq analysis. Total RNA was obtained from nine independent cultures (representing the nine RNA-Seq libraries) using an RNeasy Midi Kit (Qiagen). Total RNA (DNA free) was reverse transcribed into cDNA using the RevertAid H minus First Strand cDNA Synthesis kit (Thermo Scientific). Quantitative PCR was performed using a PCR system 3700 (Applied Biosystems). The expression levels of target genes were normalised to the expression level of the reference gene *hisCd*. The fold changes of three biological and technical replicates for each condition were obtained using the ∆∆C_t_ method [87]. The detected genes and primers are listed in Additional file 7.

### Mapping and analysis of RNA-Seq data

RNA-Seq data were aligned using Bowtie (http://bowtie-bio.sourceforge.net), with the *R. etli* CFN42 genome (ftp://ftp.ncbi.nlm.nih.gov/genomes/Bacteria/Rhizobium_etli_CFN_42_uid58377/) as the reference genome. Our mapping parameters were set to align the best quality reads (−−phred64-quals), report the best alignment and allow zero mismatches. To adjust the values in the biological replicates, the RNA-Seq data were pre-processed. The raw count expression profiles were pre-processed by the total number of reads from the library for each condition. This type of adjustment has also been performed by other packages [88].

A Perl script was written to determine the expression value of each gene, which used the output files of Bowtie. To visualise our RNA-Seq expression data, we used the output files of MAQ aligner (http://maq.sourceforge.net/maq-man.shtml); the quality parameter used in the MAQ pileup was q30, and zero mismatches were allowed. We built plots using the solexa2plots.pl script, which was generated based on the instructions in [89]. The output files could then be read into the Artemis software (http://www.sanger.ac.uk/resources/software/artemis/).

### Identification of novel ncRNAs and ORFs

To identify novel ncRNAs and non-annotated ORFs, we used the plots visualised in Artemis (see above) to manually identify the transcribed non-coding regions. The transcribed non-coding regions were then checked for folding using the RNA fold tool (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi) and assessed to identify which strand could be transcribed. Basic Local Alignment Search Tool (BLAST; http://blast.ncbi.nlm.nih.gov) searches were used to verify that the regions did not match with proteins annotated in other genomes. The parameters used to identify non-annotated proteins were as follows: > 90% coverage of the subject protein and > 30% identity. We used this approach in conjunction with searches of the Rfam (http://rfam.sanger.ac.uk/) and miRBase (http://www.mirbase.org/) databases.

### Assessment of differentially expressed genes

To reduce the noise between the RNA-Seq replicates caused by differences in sequencing depth, we pre-processed the raw-count data by dividing them with the total number of reads from the library. 

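Across genes, the deposited values of the 3 libraries of a condition correlated with a mean Pearson coefficient of 0.566 in the reference (range 0.390 to 0.811 over 3 pairs), 0.607 after heat shock (0.366 to 0.738) and 0.582 after saline shock (0.414 to 0.707). On the log2 scale the means were 0.601, 0.621 and 0.621. These coefficients are taken over genes of one library pair at a time, and genes are not independent replicates.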

We obtained Pearson’s correlation coefficients of 0.75, 0.74 and 0.75 for between-replicates for the reference, heat and saline shock conditions, respectively. These results are consistent with previous reports [18]. Because our biological replicates of the RNA-Seq data had different sequencing depths, we used the NOISeq package (http://bioinfo.cipf.es/noiseq/) to detect differential expression. We performed our analysis according to the provided instructions. We normalised our pre-processed data using the upper quartile method [18, 88–92] and applied k = 0.5 as recommended for normalised data in the NOISeq manual.

### Functional categorisation of genes

We used the Clusters of Orthologous Groups (COG; http://www.ncbi.nlm.nih.gov/COG/) and KEGG Automatic Annotation Server (KAAS; http://www.genome.jp/tools/kaas/; http://www.genome.jp/kegg/) databases to cluster the differentially expressed genes into functional categories and assign them to metabolic pathways.

### Consensus motifs

To identify promoter-like signals, we used the RSA tools (http://rsat.ulb.ac.be/). We built matrices for three sigma factors (RpoH, RpoE, and SigA) using the reported consensus sequences of SigA and RpoE in *R. etli* [36, 39] and those of RpoH and SigA in *S. meliloti* [38, 40]. We identified genes that were up-regulated in response to the two stress conditions and searched the 80 nucleotides (nt) upstream of their start codons for promoter-like signals. In cases where the transcriptional profiles appeared to start > 80 nucleotides upstream from the start codon, we used our RNA-Seq data plots to identify the potential promoter. To search for the sigma-factor-binding motifs, we used the matrix-scan tool from RSA tools (http://embnet.ccg.unam.mx/rsa-tools/). For our analysis of logo consensus sequences, we used the RSA tools consensus service and the Multiple Em for Motif Elicitation program (http://meme.nbcr.net). The identified promoters are listed in Additional file 8.

### RNA-Seq data accession number

The RNA-Seq sequence data have been deposited in the GEO (Gene Expression Omnibus) database under the accession number GSE50018.

## Authors’ information

This research was conducted by GLL in partial fulfilment of the requirements for a Ph.D. in Ciencias Biomédicas from the UNAM, Cuernavaca, México.

## Electronic supplementary material

Additional file 1: **General features of the total sequenced and mapped reads.** General features of the total sequenced and mapped reads. The reads were mapped using Bowtie aligner with zero mismatch criteria and the best quality reads (−−phred64-quals). See the Methods section for more details.

Additional file 2: **qRT-PCR fold changes of twenty-seven selected genes observed by RNA-Seq.** Fold difference values were calculated using the ∆∆C_t_ method and normalised to the reference gene *hisCd* for 27 selected genes with differential and non-differential expression observed in the RNA-Seq data. Fold change values were obtained as an average over three biological and technical replicates.

Additional file 3: **The Gen ID and COG designations of the genes that were up- and down-regulated in** ***R. etli*** **under heat and saline shock conditions.**

Additional file 4: **Sigma-factor overlap among the promoters of genes that were up-regulated under heat and saline shock conditions.** Proportional Venn diagram of promoters with sigma-factor overlap for the genes that were up-regulated under heat and saline shock conditions. Independent of the tested conditions, 71, 62 and 60 promoters appeared to be exclusive to RpoH, SigA and RpoE, respectively, while twenty-six promoters overlapped between RpoH and SigA, seven overlapped between RpoH and RpoE, six between SigA and RpoE, and one across all three sigma factors.

Additional file 5: **BLAST analysis of ncRNAs and non-annotated proteins.**

Additional file 6: **Differential expression of novel ncRNAs.**

Additional file 7: **Gene and primer sequences for qRT-PCR analysis.**

Additional file 8: **Putative sigma factor dependent promoters.**

# Supplementary material for: RNA-Seq analysis of the multipartite genome of Rhizobium etli CE3 shows different replicon contributions under heat and saline shock
**Source:** BMC Genomics. 2014 Sep 8;15(1):770. doi: 10.1186/1471-2164-15-770
**Supplement:** Supplementary file 1 — Additional file 1: General features of the total sequenced and mapped reads. General features of the total sequenced and mapped reads. The reads were mapped using Bowtie aligner with zero mismatch criteria and the best quality reads (−−phred64-quals). See the Methods section for more details.

General features of the total sequenced and mapped reads.

| **Sample condition** | **Total No. of reads** | **Total No. of reads mapped + Bowtie** |
| --- | --- | --- |
| Control 1 | 15 603 608 | 3 116 800 |
| Control 2 | 29 782 478 | 4 816 234 |
| Control 3 | 50 329 512 | 6 700 500 |
| Heat Shock 1 | 16 694 238 | 3 180 493 |
| Heat Shock 2 | 17 563 245 | 3 104 398 |
| Heat Shock 3 | 52 417 613 | 5 235 286 |
| Saline Shock 1 | 16 399 769 | 4 143 526 |
| Saline Shock 2 | 15 958 635 | 2 060 379 |
| Saline Shock 3 | 52 675 237 | 6 733 191 |

General features of the total sequenced and mapped reads. The reads were mapped using Bowtie aligner with zero mismatch criteria and the best quality reads (--phred64-quals). See the Methods section for more details.

# Supplementary material for: RNA-Seq analysis of the multipartite genome of Rhizobium etli CE3 shows different replicon contributions under heat and saline shock
**Source:** BMC Genomics. 2014 Sep 8;15(1):770. doi: 10.1186/1471-2164-15-770
**Supplement:** Supplementary file 2 — Additional file 2: qRT-PCR fold changes of twenty-seven selected genes observed by RNA-Seq. Fold difference values were calculated using the ∆∆Ct method and normalised to the reference gene hisCd for 27 selected genes with differential and non-differential expression observed in the RNA-Seq data. Fold change values were obtained as an average over three biological and technical replicates.

**qRT-PCR validation of RNA-Seq data.**

| **Gene id** | **Fold difference in reference condition relative to heat shock** | **Fold difference in reference condition relative to saline shock** | ***P*-value heat shock** | ***P*-value saline shock** | **Gene function** |
| --- | --- | --- | --- | --- | --- |
| *CH00233* | 1 (0.84 – 1.18) | 1 (0.87 – 1.14) | 0.085 | 0.035 | Histidinol phosphate aminotransferase protein |
| *CH00073*^H^ | 1.8 (1.60 – 2.05) | 0.1 (0.08 – 0.12) | 0.610 | 0.220 | Sugar ABC transporter |
| *CH00084*^H*^ | 0.99 (0.87 – 1.12) | 0.33 (0.29 – 0.37) | 0.528 | 0.360 | Sugar ABC transporter, permease protein |
| *CH00145*^H^ | 1.82 (1.56 – 2.13) | 0.69 (0.60 – 0.79) | 0.558 | 0.736 | Molecular chaperone DnaK |
| *CH00526^H^* | 2.01 (1.72 – 2.35) | 0.16 (0.15 – 0.18) | 0.907 | 0.257 | TetR family transcriptional regulator |
| *CH01239*^H^ | 11.75 (8.07 – 17.12) | 0.09 (0.08 – 0.1) | 0.889 | 0.650 | Chaperonin GroEL |
| *CH03571*^H^ | 1.51 (1.15 - 1.99) | 0.4 (0.36 – 0.45) | 0.526 | 0.823 | Molecular chaperone small heat shock protein |
| *CH03753*^H^ | 3.59 (2.7 – 4.6) | 0.78 (0.65 – 0.93) | 0.764 | 0.665 | ATP-dependent Clp protease |
| *CH04007*^H^ | 0.27 (0.21 – 0.34) | 0.23 (0.21 – 0.26) | 0.519 | 0.308 | DeoR family transcriptional regulator |
| *CH01118*^S*^ | 5.05 (4.46 – 5.71) | 0.21 (0.19 – 0.24) | 0.420 | 0.548 | ECF subfamily RNA polymerase sigma factor |
| *CH01120*^S^ | 1.69 (1.42 – 2.00) | 1.76 (1.48 – 2.09) | 0.466 | 0.630 | Serine protease DO-like protein |
| *CH01293*^S^ | 0.84 (0.73 – 0.95) | 7.17 (6.38 – 8.04) | 0.270 | 0.778 | Serine protease DO-like protein |
| *CH02971*^S*^ | 1.72 (1.51 – 1.97) | 0.2 (0.17 – 0.23) | 0.034 | 0.605 | C4-dicarboxylate transporter DctA |
| *CH03663*^S^ | 2.26 (1.83 – 2.81) | 1.28 (1.15 – 1.43) | 0.425 | 0.519 | Spermidine/putrescine ABC transporter |
| *CH04026*^S*^ | 0.31 (0.27 – 0.36) | 0.57 (0.51 – 0.63) | 0.158 | 0.610 | RNA polymerase sigma factor *rpoH*_2_ |
| *CH00746*^N^ | 0.48 (0.41 – 0.55) | 0.28 (0.25 – 0.32) | 0.030 | 0.113 | RNA polymerase sigma factor *rpoE*_1_ |
| *CH03273*^S^ | 0.79 (0.69 – 0.91) | 1.12 (0.99 – 1.26) | 0.017 | 0.466 | RNA polymerase sigma factor *rpoE*_4_ |
| *CH03603*^N^ | 0.28 (0.22 – 0.34) | 0.04 (0.03 – 0.04) | 0.464 | 0.178 | Sarcosine oxidase beta subunit protein |
| *CH04054*^N^ | 0.43 (0.32 – 0.57) | 0.03 (0.03 – 0.04) | 0.178 | 0.207 | Oxidoreductase |
| *CH04095*^S*^ | 0.17 (0.15 – 0.20) | 0.03 (0.03 – 0.04) | 0.580 | 0.527 | Transporter, permease |
| *CH00460*^H^ | 3.4 (2.9 – 3.8) | 0.21 (0.18 – 0.24) | 0.868 | 0.439 | Zinc-binding oxidoreductase |
| *CH00465*^B*^ | 1.34 (1.16 – 1.54) | 0.28 (0.24 – 0.32) | 0.878 | 0.898 | frcB; fructose ABC transporter |
| *CH00527*^H^ | 48.72 (41.7 – 56.93) | 0.22 (0.19 – 0.26) | 0.959 | 0.136 | HlyD family protein secretion protein |
| *CH01330*^N^ | 0.43 (0.37 – 0.49) | 0.17 (0.15 – 0.20) | 0.109 | 0.465 | Glyoxalase protein |
| *CH01508*^N^ | 0.22 (0.19 – 0.25) | 0.13 (0.11 – 0.16) | 0.397 | 0.182 | glyA; serine hydroxymethyltransferase |
| *PF00229*^H*^ | 0.39 (0.34 – 0.44) | 0.42 (0.37 – 0.47) | 0.534 | 0.482 | Isomerase |
| *PF00565*^H^ | 1.2 (1.04 – 1.39) | 0.05 (0.04 – 0.05) | 0.519 | 0.370 | Sugar ABC transporter |

The normalized expression value by ∆∆C_t_ method, with the expression of reference gene

*CH00233* the standard deviation show in parentheses over three biological samples. The last two columns show the *P*-value obtained by NOISEq package.

^H^ Up-regulated genes under heat shock according to RNA-Seq analysis.

^S^ Up-regulated genes under saline shock according to RNA-Seq analysis.

^B^ Up-regulated genes under both conditions according to RNA-Seq analysis.

^N^ Non-differential expressed genes in the study according to RNA-Seq analysis.

* Indicate those genes that were differential expressed (heat and saline shock) by NOISEq and have no significance difference in expression value by qRT-PCR

How the deposited data were processed for this re-analysis (not part of the article)

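RNA-Seq measured the transcripts of Rhizobium etli CE3 in 9 libraries, 3 each from reference cultures at 30°C, cultures after heat shock at 42°C and cultures after saline shock in 80 mM NaCl, with exposures of 30 min. The authors called bases with CASAVA 1.7.0 and 1.8.2, mapped the Illumina reads to the R. etli CFN42 genome with Bowtie 0.12.2 at zero mismatches, counted the reads of each gene with a Perl script and divided each count by the total reads of its library, and the values were deposited in this form. The deposited unit is therefore RPM, reads per 1000000 reads sequenced, mapped or not, with one column per library. Upper quartile scaling and the NOISeq analysis came after this table. The paper links the genome record but names no version of the annotation, and does not state how strand and duplicate reads were handled for these counts. The deposited table was checked for whole reads: the value times the library total gave a whole number, to within 0.01, for 100% of the values of each library. The totals were those of Additional file 1 with the last 3 digits set to 0, except for reference replicate 1, where the total came from the smallest value of the library.

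The table holds 5963 genes, 4035 on the chromosome and 1928 on the 6 plasmids. Symbols and gene lengths came from the annotation of the assembly ASM9204v1, which matched 5695 of them by locus tag (95.5%), with a symbol for 1043. It holds no product names, so these came from the paper and its Additional file 3. Of the reads that the paper gives as mapped, 14.2% to 42.0% were counted in genes. The counting error of the median gene ranged from 4.89% of its value in saline shock replicate 3 to 18.6% in heat shock replicate 1. These errors cover counting alone, since reads without molecular identifiers are not independent molecules.

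Values were scaled to 1000000 reads in genes per library, then by the upper quartile (the 0.75 quantile), as the paper's methods describe, and turned to log2 with a pseudocount of 1. Genes with a mean of at least 1 were tested (5855). The conditions were compared with limma 3.58.1 in R 4.3.3, with all 9 libraries in one model without a replicate term, empirical Bayes moderation with a trend, and Benjamini-Hochberg adjustment over all genes at 0.05. Heat shock and saline shock libraries of the same replicate number deviated together from the means of their conditions (r = 0.794, 0.681 and 0.863 for replicates 1, 2 and 3), so for this comparison the numbers pair the libraries. The pairing comes from the data, since the paper describes 9 independent cultures, and this check of the comparison was made after its calls were known. The model, the alternatives of the fifth paragraph and the rule for named genes were fixed before the data were examined. The gene lists were also written then, as patterns on symbols and product names. Because the annotation has no product names, only the symbol patterns could be used. The lists of ribosomal proteins, aminoacyl-tRNA ligases and mobile elements, written on product names alone, were given symbols after the files were opened and before any list was tested, and trigger factor was added to the chaperones by its symbol. Lists without usable symbols were left out: DegP-family proteases, ATP synthase, transporters of the ABC type, polyamines, transcriptional regulators, cold shock and universal stress proteins, and HlyD and multidrug efflux. An exact permutation test of 3 libraries against 3 cannot give a p under 0.1, so no such test was used for single genes. Plasmid and chromosomal genes, the replicons and 24 lists of genes drawn from the symbols of the annotation were compared with camera from limma, with a preset correlation between genes of 0.01 and with the correlation estimated from the data. The estimated correlation decided. Lists with fewer than 5 measured members were described without a test, and the others were adjusted over the lists of each comparison. The correlation with qRT-PCR used 100000 permutations, where the smallest p that can be given is 1e-05.

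Genes are named by a rule: every gene that the paper names as changed or unchanged, the genes of Additional file 2, the 10 genes of largest change in each direction of each shock among those past the threshold, filled with the genes of smallest p where fewer pass, and the 4 members of smallest p in each list. This gave 213 genes. The values in the paper's tables had been seen when the rule was written. Genes that did not pass are given with their values.

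Alternatives changed the pseudocount (0.25 and 5), the filter (no filter and a mean of 10), the scaling (values as deposited, TMM factors, quantile normalization), the model (the replicate number as a block, only the libraries of the conditions compared), the libraries (each left out in turn) and the test. The tests were edgeR 4.0.16 with its quasi-likelihood test and DESeq2 1.42.0, both on the whole reads recovered from the values, and a NOISeq-style probability at thresholds of 0.5 and 0.8. That probability was written anew in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, with k = 0.5 from the paper's methods as the value given to zeros, since the NOISeq package was not available. The paper's text names no threshold for the probability. It correlated with the probabilities that the paper prints in Additional file 2 at r = 0.80 after heat shock and 0.86 after saline shock across 27 genes, and at 0.76 and 0.70 when computed without the replicate 3 libraries. After the data had been seen, it was run on 8 combinations of replicates (all, 1 and 2, 1 and 3, 2 and 3) with and without the upper quartile. Correlations and Fisher's exact tests used scipy 1.17.1, and plots matplotlib 3.10.9.

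The tests were tested on simulated data with 200 changed genes. With the spread of the real libraries (median dispersion 0.343), limma recovered 0% of the genes changed 2-fold, 4-fold or 8-fold, with 0 false calls. With a dispersion of 0.05 it recovered 62.7% at 2-fold and 100% at 4-fold and 8-fold, with 9 false calls. The NOISeq-style probability above 0.5 recovered 35.8%, 73.1% and 86.4% at the real spread, with 776 false calls among 5857 genes, and above 0.8 it recovered 10.4%, 38.8% and 59.1% with 63 false calls. The simulated libraries were drawn independently, which leaves out that real libraries of one replicate number deviate together, and their 776 false calls exceed the 89 higher and 15 lower genes called from the real libraries. These shares therefore describe the simulation and not the error rate of the real comparison. The non-coding RNAs and the promoter motifs of the paper were left out, because the deposited table holds no values for them.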

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

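The alternatives without the replicate 3 libraries of every condition (with limma, with the block or with the NOISeq-style probability), edgeR with the replicate block, the block with only the conditions compared, reads per base corrected for 1 count per position, and the qRT-PCR correlation without the reference gene *CH00233*, were chosen only after the result was seen. The counts of genes past the threshold were 0 in limma for both shocks, for their difference and for both shocks together. They were also 0 with other pseudocounts, filters and scalings, with edgeR and DESeq2, with only the conditions compared, when each library was left out in turn (0 to 0), without replicate 3 (88, 17 and 54 genes at an unadjusted p under 0.05 for heat shock, saline shock and their difference), and with the correction. With the NOISeq-style probability above 0.5 there were 89 genes higher and 15 lower after heat shock, 25 and 6 after saline shock, 111 that differed between the shocks, and 11 higher and 1 lower after both. Above 0.8 there were 10 higher after heat shock, 4 higher after saline shock and 7 that differed. Above 0.5 without replicate 3 there were 437, 91, 233, 73, 141, 164 and 14 in the same order. This setting is 1 of 8 combinations of replicates and scaling run after the data had been seen, which gave 4 to 607 genes higher and 1 to 383 lower after heat shock, and 1 to 342 and 0 to 176 after saline shock. This probability sets no error rate. The libraries' residuals correlated at -0.09 between replicate 2 of the reference and of heat shock and at -0.22 between replicate 2 of the reference and of saline shock, against 0.638 to 0.919 in replicates 1 and 3, so not every number pairs the shocked libraries with the reference, and reference replicate 2 correlated best with saline shock replicate 1 (0.49). With the replicate number as a block limma called 0 genes in each comparison, with 188, 55 and 56 at an unadjusted p under 0.05. These counts are also under the share of 0.05 of the genes expected with no change. For saline shock against heat shock, where the numbers pair, the block with only these libraries also gave 0 genes (24 at an unadjusted p under 0.05), and it changed no call. Each comparison of 3 libraries with 3 has 10 splits, too few for a share under 0.05: all 10 gave as many genes as the real one, 0 against 0 for the highest other. At an unadjusted p under 0.05 the real split held 17, 5 and 14 genes and the highest other 2652, 2402 and 1625, which points to a structure of the samples that does not follow the conditions. The plasmid minus chromosome difference ranged from 0.05 to 0.85 after heat shock and from -0.08 to 0.67 after saline shock when 1 library was left out. It reversed after saline shock without reference replicate 1 (-0.0756) and without saline shock replicate 3 (-0.04). After heat shock it passed with edgeR and the replicate block (0.40, p = 0.0367 with an estimated correlation), where p was 0.0502 to 0.632 in the other alternatives, with the plasmid genes as the set in each. The correlation with qRT-PCR was 0.59 to 0.79 after heat shock, and after saline shock it reversed with DESeq2 (-0.0047) and reached 0.33 with edgeR and the replicate block. The cause was not tested. Of 38 tests of gene lists, 12 passed with the preset correlation and 11 to 17 with the other scalings, the block or without replicate 3, the alternatives run on lists, and 0 passed with an estimated correlation in these. Without the upper quartile the median log2 fold change of all genes after saline shock was 0.14 in place of 0.04, and in the other scalings it stayed within 0.1 of it. Of the values of named genes and groups under the alternatives fixed before, 8893 kept their direction and side of the threshold or moved by less than the spread, 611 moved further, 57 were past a threshold that they had not passed and 3 no longer were. Every shocked library was above or below every reference library for 51 and 76 genes after heat shock (2.17% of genes) and for 15 and 30 after saline shock (0.769%), where chance gives 10%.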

Differences from the paper's values

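The NOISeq-style probability on subsets of the replicates or without the upper quartile was chosen only after the result was seen. After heat shock the paper reports 446 genes up-regulated and 310 down-regulated by NOISeq, and limma gave 0 and 0. After saline shock the paper reports 208 and 184, and limma gave 0 and 0. For both shocks together the paper reports 106 and 56, and limma gave 0 and 0. The criteria differ: the paper used NOISeq probabilities, for which its text states no threshold, and limma an adjusted p under 0.05. In libraries simulated with the spread of the real ones, limma recovered 0% of the genes changed 2-fold, 4-fold or 8-fold. That simulation changed 200 genes in independent libraries, fewer than the paper counts after either shock, so it does not give the power at the paper's counts. The 0 calls of limma are therefore not held against these counts. None of the alternatives set before the data were examined came within 1.5 times of these counts. The nearest were those with the NOISeq-style probability above 0.5, with 89 and 15 genes after heat shock, 25 and 6 after saline shock and 11 and 1 after both. It called 74 of the 365 genes that Additional file 3 lists as up-regulated by heat shock and 14 of 225 down-regulated, and 12 of 154 and 6 of 130 after saline shock. That file lists fewer genes than the paper's text counts, for example 365 of 446 up-regulated by heat shock. The same probability was then run on 8 combinations of replicates and scaling, chosen after seeing the values, which gave 4 to 607 genes higher after heat shock and 1 to 342 after saline shock. Among them, replicates 1 and 2 with the upper quartile, chosen after seeing the values, gave 437 and 233 higher genes, within 1.5 times of the paper's 446 and 208, and left out 132 of the 365 and 84 of the 154 genes listed as up-regulated in Additional file 3. Its counts of lower genes, 91 and 73, and of genes in both shocks, 164 and 14, stayed apart from the paper's, and it left out 161 of the 225 and 78 of the 130 down-regulated genes. Replicates 1 and 2 without the upper quartile, chosen after seeing the values, gave 607 higher genes after heat shock, within 1.5 times of the paper's count, and left out 113 of the 365. Replicates 2 and 3 with the upper quartile, chosen after seeing the values, gave 383 and 176 lower genes, within 1.5 times of the paper's 310 and 184, and left out 120 of the 225 and 120 of the 130. No combination came near all of the paper's counts. With this many combinations some counts come near the paper's by the search alone, so a near count does not show which libraries the authors used.

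The paper's Pearson correlation between replicates after saline shock is 0.75, and the mean of the 3 pairs of deposited libraries was 0.582. On the log2 scale it was 0.621, which is within 1 SD of the pairs (0.168) of the paper's value. The pairs on that scale ran from 0.428 to 0.740, so each was under the paper's value. Without the 10 genes of highest mean it was 0.564, which is not within 1 SD. The means were also lower than the paper's in the reference (0.566 against 0.75) and after heat shock (0.607 against 0.74), where the pairs spread from 0.390 to 0.811 and from 0.366 to 0.738.

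The paper names dnaK and the chromosomal groESch2 and groEL as the chaperone genes of highest transcription after heat shock. Of the 6 genes of that statement dnaK ranked 1 in normalised RPM per kilobase, groEL (CH01239) ranked 5 and groESch2 ranked 6. By log2 fold change groESch2 (0.74) and groEL (0.65) were above dnaK (0.20). The directions that the paper's main text states for its named genes were found in the means: 20 of 20 genes higher and 1 of 1 lower after heat shock, and 26 of 26 higher and 2 of 2 lower after saline shock. The values of PD00153, PD00150 and CH03672 after saline shock were small and turned negative with TMM scaling. Of the genes that Additional file 2 marks as up-regulated, 12 of 13 were higher after heat shock, the exception being PF00565 at 0.999-fold, and 9 of 9 after saline shock. The named and the marked genes were chosen by the study from the same libraries, so these shared directions are not independent evidence.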

Other observations

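The tests of saturation, of one library sequenced 3 times, of counting each position once and of bins by the level in reference replicate 1 were chosen only after the result was seen.

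Several gene groups that the paper does not describe had means on one side of the reference. The 4 genes of sulphate assimilation were below it after both shocks, with median log2 fold changes of -0.68 and -0.78 (by replicate number -1.48, -0.59 and 0.04, and -2.41, 0.07 and 0.04), and *cysN* was at -1.12 after heat shock (standard error 0.690). The 6 genes of phosphate uptake and its regulation were all above the reference after saline shock (median 0.32, by replicate number -0.83, 1.77 and 0.01), with *phoR* at 0.46 (standard error 0.594), and 2 of 6 after heat shock (median -0.08). Their higher mean after saline shock comes from the difference between the libraries numbered 2, which the data do not pair. Of 24 genes of plasmid replication and partition, 17 were above the reference after heat shock (median 0.33, by replicate number 0.58, 0.45 and -0.01, adjusted p = 3.4e-04 with camera and the preset correlation, adjusted p = 0.542 with an estimated correlation) and 13 after saline shock (median 0.05, and -0.02 with TMM factors). All 24 lie on plasmids. Of all plasmid genes, 71.8% were above the reference after heat shock (median 0.27) and 71.0% after saline shock (median 0.22). The values of the list after heat shock are thus near those of plasmid genes as a whole. Between saline shock and heat shock the genes of histidine degradation had a median difference of -0.81 (by replicate number -1.93, -0.66 and 0.02), lower after saline shock in 6 of 6, with an adjusted p of 2.1e-11 with the preset and 0.253 with an estimated correlation. No gene of these groups passed the test in limma.

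Other lists had the following medians after heat shock and saline shock, in this order. Genes of the TCA cycle had -0.23 and -0.24, of fatty acid synthesis -0.24 and -0.18, of chemotaxis -0.41 and -0.13, and of exopolysaccharides -0.33 and -0.19. Genes of nitrogen fixation had 0.24 and 0.18, of mobile elements 0.25 and 0.14, of the *nir* list (*nirB*, *nirD* and *nirK*) 0.15 and 0.61, and of iron uptake 0.10 and -0.34. The nitrogen fixation genes lie on pRet42d, whose genes had medians of 0.28 and 0.24. Genes of oxidative stress defence had -0.05 and -0.23, and of ATP-dependent proteases 0.03 (-0.02 with TMM factors) and -0.15. The sigma factor genes of the list, *rpoD*, *rpoH* (CH03342) and both *rpoN*, had -0.08 (0.01 with quantile normalization) and -0.07 (0.03 with it). This list leaves out *rpoH2*. Genes of the NADH dehydrogenase had -0.28 after heat shock, where their mean was 0.13, and -0.07 after saline shock (0.04 as deposited). Genes of glycogen metabolism had 0.36 and -0.04 (0.06 as deposited), where their mean was 0.23. Genes of compatible solutes had 0.28 after heat shock, and those of aminoacyl-tRNA ligases and phosphonate degradation -0.14 and 0.26 after saline shock. Of these lists, those with at least 5 members did not pass with camera and an estimated correlation, and those of *nir* genes, exopolysaccharides, iron uptake and sigma factors were too small to be tested. In some lists replicates 1 and 2 went opposite ways. By replicate number (1, 2 and 3) chemotaxis had 0.77, -1.52 and -0.01 after heat shock and 1.25, -2.23 and 0.05 after saline shock. After heat shock the *nir* list had -1.13, 2.14 and -0.12 and iron uptake -1.48, 1.71 and 0.06, while exopolysaccharides had -0.33, -0.68 and -0.03.

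The replicate 3 libraries of the 3 conditions were nearly the same and even over genes, with a coefficient of variation of reads per base of 0.206 to 0.222, against 0.592 to 1.41 in the other libraries. Against reads of genomic DNA from a growing culture, which would thin out from the origin of replication, a single cycle along the chromosome explained 0.698% of the variance of log2 reads per base, and 0.885% at most in replicate 1. This argues against DNA with such a gradient only: plasmid and chromosomal genes had nearly the same reads per base in the replicate 3 libraries (log2 ratio 0.05) and reads followed gene length (rho = 0.922 to 0.931), as they would for DNA without a gradient, which stays open. Against an RNA profile saturated by depth, the 100 genes with most reads per base in reference replicate 1 had a median of 0.479 reads per base in reference replicate 3, where all genes had 0.491, and genes did not keep their order (rho = 0.013). One library sequenced 3 times cannot be told apart from 3 alike libraries: the chi-square per degree of freedom between them was 0.657 at most, and a ceiling on the reads of each base keeps it under 1 in either case. A difference in preparation of these libraries stays open, and no biological explanation was tested.

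In none of the 9 libraries did a gene of at least 300 bases have much more than 1 read per base, the highest value being 1.12 and the lowest of the 9 maxima 0.747, although the reads in genes differed 6.21 times. A candidate explanation is that each position, or each distinct read start, was counted once. If so, the levels of the most abundant transcripts, such as those of chaperones after heat shock, may be capped and their folds too small. With reads per base corrected for such a ceiling limma again called 0 genes. No biological explanation was tested for this ceiling.

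Plasmid genes lay above chromosomal genes by 0.780 in log2 fold change between heat shock replicate 2 and reference replicate 2, and by 0.513 for saline shock. When the even profile of replicate 3 was added to reference replicate 2 until its lowest genes matched, the saline shock difference was 0.174 with 26.6% added, so a larger share of evenly spread reads may account for it, and the heat shock difference was 0.347 with 34.3% added, between the bounds of 0.2 and 0.5 set before that test was run, so that for heat shock it cannot be told apart from other explanations. Among genes binned by their level in reference replicates 1 and 2 (20 bins) the heat shock difference was 0.137, but this test decides nothing, since reference replicate 2 is also part of the fold change. With bins by reference replicate 1 alone it was 0.321, between the bounds of 0.2 and 0.7, so a change that follows the level of a gene cannot be told apart from one that follows its replicon. Plasmid genes had lower levels than chromosomal genes in reference replicate 2, with medians of 0.434 and 0.843 of the mean reads per base, and 0.855 and 0.910 in heat shock replicate 2. A response of the plasmids to the shocks stays open, since replicate 1 and replicate 3 hold other differences between the replicons (-1.44 and 0.05 in the reference).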
